# Genome-Wide Identification of the Transcription Factors Involved in *Citrus* Fruit Ripening from the Transcriptomes of a Late-Ripening Sweet Orange Mutant and Its Wild Type

**DOI:** 10.1371/journal.pone.0154330

**Published:** 2016-04-22

**Authors:** Juxun Wu, Lili Fu, Hualin Yi

## Abstract

Fruit ripening is a genetically programmed process. Transcription factors (TFs) play key roles in plant development and ripening by temporarily and spatially regulating the transcription of their target genes. In this study, a total of 159 TFs were identified from a spontaneous late-ripening mutant 'Fengwan' (*C*. *sinensis* L. Osbeck) sweet orange (MT) and its wild-type counterpart ('Fengjie 72–1', WT) along the ripening period via the Transcription Factor Prediction of PlantTFDB 3.0. Fifty-two differentially expressed TFs were identified between MT and WT; 92 and 120 differentially expressed TFs were identified in WT and MT, respectively. The Venn diagram analysis showed that 16 differentially expressed TFs were identified between MT and WT and during the ripening of WT and MT. These TFs were primarily assigned to the families of C2H2, Dof, bHLH, ERF, MYB, NAC and LBD. Particularly, the number of TFs of the ERF family was the greatest between MT and WT. According to the results of the WGCNA analysis, a weighted correlation network analysis tool, several important TFs correlated to abscisic acid (ABA), citric acid, fructose, glucose and sucrose were identified, such as *RD26*, *NTT*, *GATA7* and *MYB21/62/77*. Hierarchical cluster analysis and the expression analysis conducted at five fruit ripening stages further validated the pivotal TFs that potentially function during orange fruit development and ripening.

## Introduction

Transcription factors (TFs) play key roles in plant development and stress responses through the temporary and spatial regulation of the transcription of target genes [1]. Many fruits develop from carpels (true fruit) or other floral-associated tissues (false or accessory fruit). During fruit development and ripening, TFs act as pivotal regulators. Several classes of transcription factors have defined functions in *Arabidopsis* and tomato carpel and fruit tissues, including *HD-Zip*, *KNOX*, *HB*, *SBP*, *BHLH*, *RAVB3*, *YABBY* and *AP2/ERF* [2, 3]. Screens for such regulators of fresh fruit ripening are important, and additional players remain elusive.

TFs are typically classified into different families based on their DNA-binding domains (DBDs); generally, TFs belonging to the same family have similar functions. Recent studies have indicated that an increasing number of TFs have been identified as having functions during fruit development and ripening in climacteric and non-climacteric fruit. For example, the overexpression of *VvABF2*, a bZIP family transcription factor, in grape cells resulted in the up-regulation and/or modification of groups of genes associated with abscisic acid (ABA) responses and enhanced responses to ABA treatment and changes in the synthesis of phenolic compounds and cell wall softening [4]. Silencing of *PacMYBA*, an R2R3-MYB transcription factor from red-colored sweet cherry cv. Hong Deng (*Prunus avium* L.), resulted in sweet cherry fruit lacking red pigment [5]. Another R2R3-MYB transcription factor, *FaMYB10*, has been identified as playing a major role in the regulation of flavonoid/phenylpropanoid metabolism during ripening of strawberry fruit [6]. In tomatoes and bananas, NAC transcription factors, such as *NAC1*/*NAC2*, may be involved in fruit ripening via interactions with ethylene signal components [7, 8].

The AP2/ERF gene family encodes plant-specific transcription factors that respond to developmental and environmental stimuli, and many of these factors function downstream of the ethylene, biotic, and abiotic stress signaling pathways [9]. In tomatoes, *LeERF2* is an important regulator of ethylene biosynthesis [10], and *SlAP2a* and *SlERF6* are negative regulators of fruit ripening. The RNAi repression of *SlAP2a* and *SlERF6* results in fruits that over-produce ethylene, ripen early and modify carotenoid accumulation [11, 12].

Cys2/His2 (C2H2)-type zinc finger proteins (ZFPs) are one of the largest families of transcriptional regulators in plants, which are important components in the regulation of plant growth, development, hormone responses, and tolerance to biotic and abiotic stresses [13, 14]. Previous studies have shown that C2H2-type zinc finger protein ZFP36 is a key regulator involved in abscisic acid-induced antioxidant defense and oxidative stress tolerance in rice [15] and that *Arabidopsis* C2H2 proteins AZF1 and AZF2 function as transcriptional repressors involved in the expression of abscisic acid-repressive and auxin-inducible genes under abiotic stress conditions [16]. The bHLH family has also been implicated in a range of functions in plants, frequently in conjunction with MYBs; the MYB-bHLH-WD40/WDR (MBW) regulatory complex is involved in regulating the biosynthesis of anthocyanins, which are important for coloration during fruit ripening [17]. The highly conserved N-terminal DOF region of the plant-specific DNA-binding-with-one-finger (Dof) family TF acts as a DNA-binding domain and corresponds to a conserved DNA *cis*-element (A/T)AAAG or its complementary inverse sequence [18]. Numerous studies have shown that Dof transcription factors are involved in various biological processes during plant growth and development, such as carbon and nitrogen metabolism, which can influence sugar accumulation in fruit [19], the light response, which is a significant regulatory factor for fruit ripening [20], flower and pollen development [21], and seed germination and development [22].

Citrus is one of the most important fruit crops worldwide and has a non-climacteric fruit maturation character [23]. During the ripening process of citrus, the expressions of a large number of genes are changed, up-regulated or down-regulated [24]. As transcriptional expression regulators, TFs play pivotal roles in this process. Recently, we examined 'Fengjie 72–1' and 'Fengwan' during the ripening period at the transcriptomic level [24]. 'Fengwan' sweet orange (MT) is a spontaneous late-ripening mutant from the ‘Fengjie 72–1’ orange (*Citrus sinensis* L. Osbeck) (WT) [24]. The mechanisms involved in the ripening of citrus fruit remain unclear, and only a few regulators have been reported. 'Fengjie 72–1' and 'Fengwan' have provided a promising platform to reveal the transcription factors involved in citrus fruit development and ripening. In this study, we created a protein sequence database of differential expression genes (DEGs) including the DEGs between MT and WT and DEGs of MT and WT during fruit ripening. This database was used to identify TFs in the Plant Transcription Factor Database v3.0 (PlantTFDB 3.0) [1]. Numerous TFs were identified, and we employed coexpression network analyses using the R package WGCNA [25] and qRT-PCR to identify the most credible and relevant TFs for citrus fruit ripening.

## Materials and Methods

### Plant materials and RNA preparation

Fruit samples of ‘Fengjie 72–1’ orange (*C*. *sinensis* L. Osbeck) (WT) and its spontaneous late-ripening mutant ‘Fengwan’ (MT), which were both cultivated in the same orchard (N31°03'35", E109°35'25") (Fengjie, Chongqing City, China), were harvested at 150, 170, 190, 210, and 240 d after flowering (DAF). Twelve representative fruits were sampled from each tree at each developmental stage. After separating the pulp from the peel, the pulp was sliced. The sliced WT pulp samples were combined (as for the MT samples), rapidly frozen in liquid nitrogen and stored at -80°C [26, 27]. A portion of the samples was used for extracting total RNA, as described previously [28]. Another aliquot was used for the determination of ABA, sugar and organic acid composition and concentration.

### Transcription factors isolation, identification and analysis

The WT and MT fruit pulps harvested at 170, 190 and 210 DAF were subjected to RNA-seq using an Illumina HiSeq^™^2000 at the Beijing Genomics Institute (Shenzhen). The RNA-seq data of these six fruit pulp samples of MT and WT, obtained in a previous study [24], were used in the present study, and the data of RNA-seq were submitted to the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/), accession number GSE69432. The gene expression levels were calculated using the RPKM (Reads Per kb per Million reads) method according to Zheng *et al*. [29]. Referring to the previous studies [29, 30], the Poisson model provides a natural framework for identifying differentially expressed genes. Denoting the number of unambiguous clean reads from a given gene as x, and considering that the expression of every gene occupies only a small part of the library, p(x) would closely follow the Poisson distribution,$P(x)\;=\;\frac{e^{-\lambda }\lambda^{x}}{x!}$ (λ is the real transcripts of the gene). A strict algorithm was used to identify differentially expressed genes between the two samples. The total clean read number of sample 1 is N1, and the total clean read number of sample 2 is N2; and gene A holds x reads in sample1 and y reads in sample2. The probability of gene A expressed equally between the two samples can be calculated as $2\sum_{i\;=\;0}^{i-y}p(i|x)$ or $2(1-\sum_{i\;=\;0}^{i-y}p(i|x))$(if $\sum_{i\;=\;0}^{i-y}p(i|x)>0.5),P(yx)\;=\;{\left(\frac{N2}{N2}\right)}^{y}\frac{(x+y)!}{x!y!{\left(1+\frac{N2}{N1}\right)}^{x+y+1}}$. The p-value corresponds to the differential gene expression test. FDR (False Discovery Rate) is a method used to determine the threshold of P-value in multiple tests [31]. ‘FDR ≤ 0.001 and the absolute value of log_2_Ratio ≥ 1’ was used as the thresholds to judge the significance of differences in gene expression. The values of fold-change with their respective P-values and FDR values for all genes were listed in S1 Table. A total of 18879 genes of WT and MT (S2 Table), 628 differential expression genes (DEGs) between MT and WT, 1036 DEGs between different ripening stages in WT and 1406 DEGs between different ripening stages in MT were used as original databases for transcription factor identification [24]. The protein sequences of these genes were isolated from the citrus genome (http://citrus.hzau.edu.cn/). The protein sequences of identified TFs were aligned against the GO database and KEGG pathway database using KOBAS 2.0 (http://kobas.cbi.pku.edu.cn/) [32] to perform enrichment analysis. The corrected P-value < 0.01 was set as cutoff for enrichment. REVIGO [33] was used to visualize and summarize the terms corresponding to biological processes and molecular functions identified using KOBAS 2.0.

The *Arabidopsis* TFs database of PlantTFDB 3.0 [1] was used as the reference TF database. The Transcription Factor Prediction algorithm, in which HMMER 3.0 [34] was used to identify TFs and assign these genes to different families [1], was performed to identify TFs. The best BLAST hits had maximal e-values of 1e-10. A cluster analysis was performed on the TF cluster of MT vs WT according to Eisen et al. [35] using Cluster 3.0. The log_2_ of RKPM for each TF was used for hierarchical clustering analysis.

### Gene Network Construction

The WGCNA (v1.42) package in R was used to construct coexpression networks [25]. A total of 18879 genes (S2 Table) with RKPM higher than 0.3 were used for WGCNA unsigned coexpression network analysis. The modules were obtained using the automatic network construction function blockwiseModules with default settings, except that the maxBlockSize was 19000, the TOMType was unsigned, the minModuleSize was 30, and the mergeCutHeight was 0.25. Once the network modules were identified, we validated their membership using a permutation procedure according to a previous study [36]. When the modules truly showed statistical and potentially functional relevance, the average TO (topological overlap) should be higher than that of random groups of genes of similar size. The eigengene value was calculated for each module and used to test the association with each sample. The total connectivity and intramodular connectivity (function softConnectivity), kME (for modular membership, also known as eigengene-based connectivity), and kME-P value were calculated for the 18879 genes clustered into 32 modules. The module eigengenes to relate consensus modules to physiological data and the 16 TFs identified in all three clusters DEGs of MT, WT and MT vs WT were also performed via WGCNA. These physiological data were measured in a previous study [24], which included malic acid, citric acid, quinic acid, fructose, glucose, sucrose and abscisic acid (ABA). In the present study, we used the RPKM of these 16 TFs and the physiological data of three ripening stages (170, 190 and 210 DAF) of WT and MT for the WGCNA analysis. A correlation coefficient (the absolute value) of more than 0.8 and p-value < 0.05 was used as the cutoff criteria for identifying the significance between physiological traits/TFs and modules.

### RNA Isolation and real-time quantitative PCR analysis

Total RNA were extracted from the samples of MT and WT harvested at 150, 170, 190, 210, and 240 DAF, as previously described [37]. The sequences of the primer pairs designed using Primer Express 3.0 (Applied Biosystems, Foster City, CA, USA) listed in S3 Table. The qRT-PCR analysis was conducted using an ABI 7900HT Fast Real-time system (Applied Biosystems) with the *GAPDH* gene as the reference [38], as previously described [24]. Real-time PCR was conducted with three replicates for each sample, and the data are indicated as the means ± standard error (SE) (n = 3).

## Results

### Identification of differentially expressed transcription factors during citrus fruit ripening

In a previous study [24], the transcriptomes of fruit pulps of MT and WT at the ripening stages 170, 190 and 210 DAF were analyzed. 

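The libraries behind these transcriptomes were made from the fruit pulp of 'Fengwan' (MT), the bud mutant, and of the wild type 'Fengjie 72-1' (WT). Each genotype was sampled at 170, 190 and 210 DAF with 1 library per stage, so the 6 conditions had 6 samples and no replicates. mRNA was enriched with oligo(dT) and sequenced on an Illumina instrument. For each gene the authors counted the reads that mapped to it alone, and divided this number by the gene length and by the total of such reads to obtain the RPKM. The deepest library, WT at 170 DAF, held 1.09 times the reads of the shallowest, MT at 210 DAF. Between 18389 genes (MT at 210 DAF) and 19638 genes (WT at 190 DAF) had at least 1 read, and between 14190 and 15237 genes had at least 10 reads. The gene with the most reads took between 0.78% and 1.15% of a library. For a gene of the median length, 3003 bp, 3 reads correspond to an RPKM between 0.196 and 0.214, and lower expression was not detectable at this depth. DEGs were called again from the read numbers with the method of the paper. It is an exact test of 2 Poisson read numbers given the 2 library totals, with a Benjamini-Hochberg FDR of at most 0.001 and an absolute log2 ratio of RPKM of at least 1. An RPKM of 0 was replaced by 0.001 before the ratio was taken. With 1 sample per condition, the error of each ratio is the sampling noise of the reads alone, given below as an exact 95% confidence interval, and variation between fruits cannot be estimated. Each comparison was therefore repeated with edgeR's exact test, in which a biological coefficient of variation (BCV) of 0.2 or 0.4 was assumed. A BCV of 0.1123, the common value of a fit of MT against WT across the stages, was added after seeing the data. Pairs of samples with no changed gene were simulated with the same BCV for every gene. Between MT and WT over the 3 stages they gave 30.2 calls with a BCV of 0.1123, 906.2 with 0.2 and 9028.4 with 0.4, and the data gave 712. The normalization, the pseudocount, the filter on low read numbers, the depth and the cutoffs were changed as well. The sample labels give no sequencing batch.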

In the present study, a total of 18879 genes in these six transcriptomes were used to identify TFs (S2 Table). 

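In the files, 21799 genes had at least 1 read in at least 1 of the 6 samples, and 16727 genes had a read in every sample. Of these, 18879 genes had an RPKM above 0.3 in at least 1 sample. The number of genes above this RPKM in a single sample ranged from 16227 in MT at 210 DAF to 17344 in WT at 170 DAF. The strictest rule moved the total most, since 15004 genes had an RPKM above 0.3 in all 6 samples. With the mean RPKM of the 6 samples above 0.3, the total was 17076 genes, and with an RPKM above 1 in at least 1 sample it was 16081.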

A total of 934 TFs were identified in WT and MT, 922 TFs were identified in MT and 929 TFs were identified in WT (S4 Table). 

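All 934 TFs of S4 Table had reads in the files. In MT, 922 TFs had at least 1 read in at least 1 of the 3 samples, and in WT 929 TFs did. Reads were found only in MT for 5 TFs, which had at most 8 reads in any sample, and only in WT for 12 TFs, with at most 5 reads. At this depth such TFs cannot be called absent from the other genotype. The TFs together took 4.76% of all reads, and their median RPKM was 5.42, against 4.50 for the expressed genes. A read was present in every sample for 788 TFs, and 810 TFs had at least 10 reads in at least 1 sample. When an RPKM above 0.3 was required in at least 1 sample of the genotype, 895 TFs were left in MT and 908 in WT.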

These 934 TFs were assigned to 57 different families, the top three families of which were bHLH (71 TFs), NAC (64 TFs) and ERF (58 TFs) (S1 Fig).

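The families of S4 Table gave the same 57 groups, of which C2H2 (56 TFs) and MYB (52 TFs) followed bHLH, NAC and ERF. These sizes are the background for the family counts among the DEGs, since a large family gives more TFs by its size alone.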

We used a stringent value of FDR ≤ 0.001 and *P* value < 0.05 as the threshold to judge the significant differences in the gene expressions. 

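In WT, 514 genes passed both thresholds between 170 and 190 DAF, 178 of them higher and 336 lower at 190 DAF. Between 190 and 210 DAF, 643 genes passed, 131 higher and 512 lower at 210 DAF. The union of these 2 comparisons of consecutive stages, the ones S1 Table lists, was 1036 genes. In MT, 1110 genes passed between 170 and 190 DAF (496 higher and 614 lower) and 523 between 190 and 210 DAF (124 higher and 399 lower), a union of 1406 genes. WT and MT shared 674 of these genes. With TMM normalization the numbers in MT between 170 and 190 DAF were 579 higher and 520 lower, and with DESeq2's size factors 551 and 550. The excess of falling genes in that interval thus depended on the scaling. In the other intervals more genes fell than rose with either normalization. In WT, the largest rise among the genes with at least 50 reads in both samples was that of Cs5g14370 (NCED3), from 81 to 513 reads between 170 and 190 DAF, a log2 ratio of 2.70 (no replicates). The largest fall in WT was that of Cs7g20030, from 608 to 61 reads between 190 and 210 DAF, a log2 ratio of -3.26. In MT, Cs7g28370 rose from 96 to 1697 reads between 170 and 190 DAF, with a log2 ratio of 4.19, and Cs7g12600 fell from 523 to 50 reads between 190 and 210 DAF, with a log2 ratio of -3.35. The assumed variation between samples moved the totals most: with a BCV of 0.4 in edgeR's exact test, 2 genes were left in WT and 3 in MT. With a BCV of 0.2 the totals were 127 and 208, and with the fitted BCV of 0.1123 they were 565 and 831. When 170 was also compared with 210 DAF, they rose to 1922 genes in WT and 2558 in MT.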

A total of 1036 and 1406 genes differently expressed (≥ 2-fold) in WT and MT during fruit ripening, respectively. The protein sequences of these two cluster DEGs were used as the original database for transcription factor searching. The *Arabidopsis* TF database of PlantTFDB 3.0 [1] was used as the reference TF database. The Transcription Factor Prediction algorithm [1] was performed to identify TFs. A total of 144 TFs were identified including 92 TFs in the DEG cluster of WT and 120 TFs in the DEG cluster of MT (S5 Table; Fig 1A). 

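When the DEGs called from the read numbers were intersected with the TFs of S4 Table, 93 TFs were found in WT and 120 in MT, and 145 TFs in either genotype. All TFs of the WT and MT lists of S5 Table were among them. The WT set held 1 more TF than S5 Table, Cs1g23520 of the TALE family. In WT, 15 TFs were higher and 26 lower at 190 than at 170 DAF, and 16 were higher and 45 lower at 210 than at 190 DAF. The numbers in MT were 37 higher and 54 lower in the earlier interval, and 18 higher and 36 lower in the later interval. With TMM normalization 47 TFs were higher and 45 lower in the earlier interval of MT, while more TFs fell than rose in the other intervals. With a BCV of 0.4 assumed in edgeR's exact test, no TF passed in either genotype (0 in WT and 0 in MT), and with a BCV of 0.2, 11 TFs passed in WT and 16 in MT. The fitted BCV of 0.1123 left 59 TFs in WT and 78 in MT.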

According to the Venn diagram analysis, 68 TFs were identified in both WT and MT DEG clusters (Fig 1A; S5 Table).

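From the read numbers, 68 TFs were in both sets, 52 of them outside the MT vs WT set and 16 inside it. Outside the MT vs WT set, 16 TFs were found in WT alone and 40 in MT alone. These TFs passed the thresholds in 1 genotype only; whether the change differed between WT and MT was not tested. With the absolute log2 ratio cutoff raised to 2, the overlap fell to 17 TFs, and an FDR of 0.05 gave 94. A BCV of 0.2 left 4 TFs in both sets, a BCV of 0.4 left 0, and the fitted BCV of 0.1123 left 38.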

**Fig 1:**
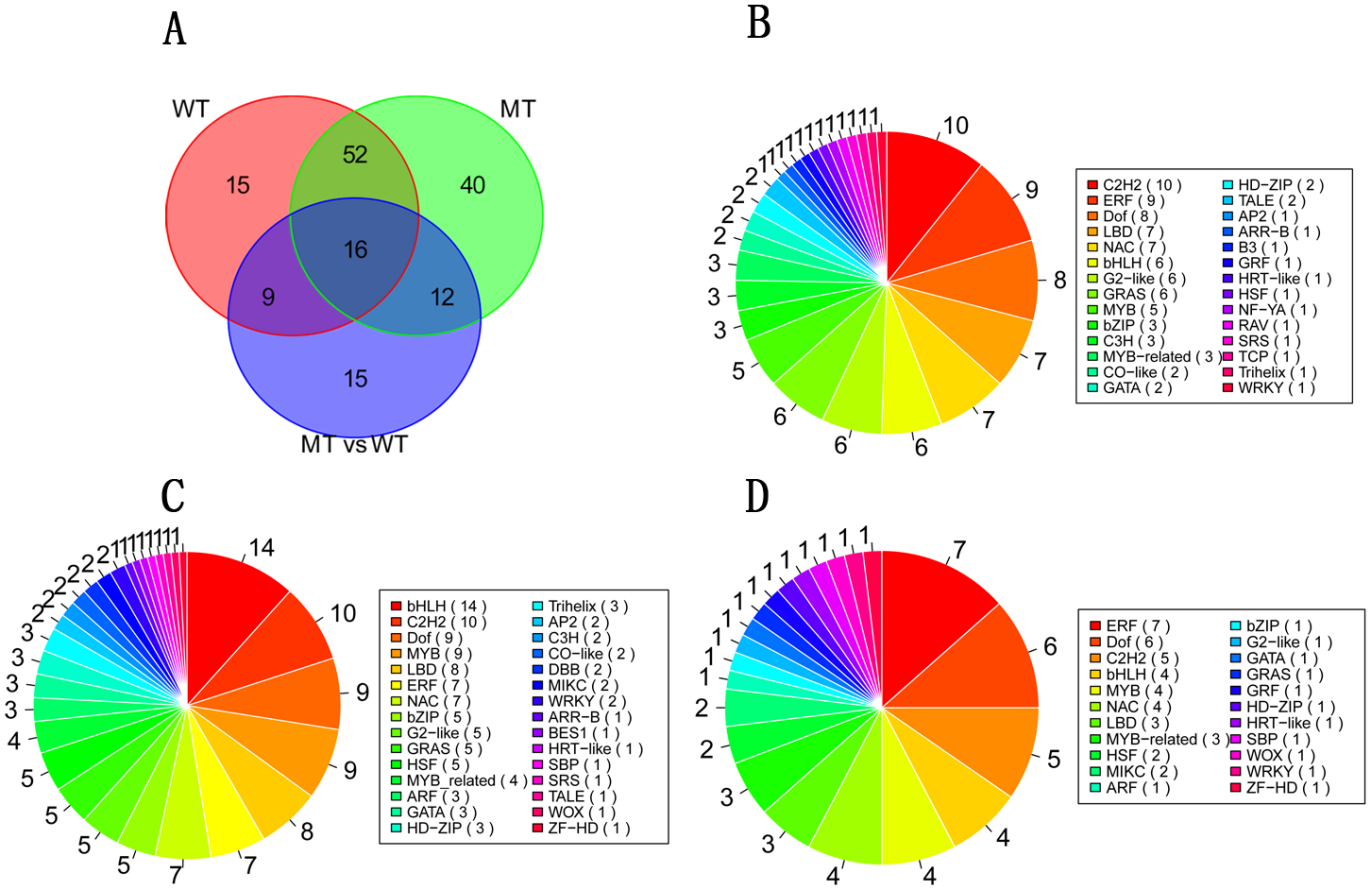
The Venn Diagram analysis (A) and the families assignment of TFs of WT (B), MT (C) and MT vs WT (D). MT vs WT indicate the TF cluster, which is differentially expressed between MT and WT.

As shown in Fig 1B and 1C, TFs were assigned to different families: 28 families in WT and 30 families in MT. 

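The re-derived sets gave 28 families for WT and 30 for MT. Normalization and the pseudocount moved these numbers little: TMM normalization gave 27 and 30 families, and a pseudocount of 1 RPKM gave 25 and 29. An FDR of 0.05 gave 32 and 34, 170 against 210 DAF added gave 35 and 38, and a BCV of 0.2 gave 9 and 11. The largest shift came with a BCV of 0.4, under which no TF and so 0 families were left in each genotype. The fitted BCV of 0.1123 gave 22 families in WT and 28 in MT. When the absolute log2 ratio had to be at least 2, the TFs of WT fell into 15 families and those of MT into 22.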

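The number of TFs in a family depends on the size of the family, and each set was therefore compared with all 934 TFs by Fisher's exact test. The test covered the 12 families with at least 3 TFs in the WT set and the 16 such families of MT. These families were chosen by their number of DEGs. The adjusted p-values do not carry the rest of the 57 families and can be lower than over all of them. In WT, 10 of the 56 C2H2 TFs (p = 0.0607, adjusted p = 0.1457) and 9 of the 58 ERF TFs (p = 0.1695, adjusted p = 0.339) were DEGs by Fisher's exact test, which did not separate these families from the other TFs. The 8 Dof TFs came from a family of 22, with an odds ratio of 5.56 (Fisher's exact p = 7.11e-04, adjusted p = 0.0085). In MT, 14 of the 71 bHLH TFs were DEGs, an odds ratio of 1.75 (Fisher's exact p = 0.0939, adjusted p = 0.3756). The p-values of the 10 C2H2 TFs and the 9 MYB TFs of MT were 0.2996 and 0.2922 by Fisher's exact test. For the 9 Dof TFs of MT the odds ratio was 5.00 (Fisher's exact p = 8.24e-04, adjusted p = 0.0132). LBD was the other family with an adjusted p below 0.05, with 7 of 20 TFs in WT (Fisher's exact test, adjusted p = 0.0122) and 8 of 20 in MT (adjusted p = 0.0156). Restricting the background to TFs with at least 10 reads in at least 1 sample, a setting added after seeing the data, gave Dof an adjusted p of 0.011 in WT and 0.0187 in MT by Fisher's exact test. When the TF sets were called with TMM normalization, also added after seeing the data, the adjusted p of Dof was 0.0203 in WT and 0.0625 in MT by Fisher's exact test.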

The top three families of WT, containing the greatest number of TFs, were C2H2 (10 TFs), ERF (9) and Dof (8) (Fig 1B), and the top three families of MT were bHLH (14), C2H2 (10), Dof (9) and MYB (9) (Fig 1C). 

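Since TFs with many reads pass the thresholds more easily, 10000 sets of TFs with matching numbers of reads were drawn at random. The draws for WT held 2.8718 Dof TFs on average, against the 8 observed, and a share of 0.0035 of the draws held as many. For MT the average was 3.2995 against 9 observed, with a share of 0.0023. For C2H2, the share of draws that held at least the 10 observed TFs was 0.0356 in WT and 0.1968 in MT. For bHLH the share was 0.6121 in WT and 0.0258 in MT, where 14 TFs were observed against 8.3287 on average. These shares were not adjusted for the number of families. The rank of the families by number of TFs depended on the setting. In MT, 2 families held more TFs than Dof with the method of the paper, and 4 did with a pseudocount of 1 RPKM, which left 7 Dof TFs. Neither C2H2 nor Dof was left with a BCV of 0.2 (0 TFs of C2H2 and 0 of Dof in WT and in MT). With the fitted BCV of 0.1123, C2H2 had 7 TFs in each genotype, and Dof had 5 in WT and 4 in MT. The paper draws attention to the place of C2H2 and Dof among the largest families in both genotypes.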

Notably, the C2H2 and Dof families were consistently in the top three families in both WT and MT.

### Function analysis of TFs identified in both MT and WT during fruit ripening

To gain a better understanding of the role of TFs in fruit ripening, GO-based term classification and KEGG-based pathway enrichment were performed. Using a cutoff of corrected P-value < 0.01, 68 TFs, which were differentially expressed in both MT and WT during fruit ripening, were enriched to 37 biological processes and 14 molecular functions after summarizing the GO terms by removing redundant GO terms using REViGO [33] (S6 Table). In biological processes, several hubs, including response to gibberellin, gene expression, regulation of multicellular organismal process, biological regulation, heterocycle metabolic process, nitrogen compound metabolic process and biosynthetic process, were significantly enriched (Fig 2A). Nucleic acid binding transcription factor activity, sequence-specific DNA binding transcription factor activity, sequence-specific DNA binding, protein dimerization activity, chromatin binding, and heterocyclic compound binding were significantly enriched in molecular function (Fig 2B). However, there was only one enrichment KEGG pathway to been identified (data not shown). 

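*GAI* and *ARR12* fell during ripening in both genotypes. The reads of *GAI* fell from 329 to 151 in WT between 170 and 190 DAF, a log2 ratio of -1.09 (95% confidence interval -1.38 to -0.81, FDR = 6.61e-14 by the exact Poisson test, no replicates). In MT they fell from 444 to 153, a log2 ratio of -1.50 (95% confidence interval -1.77 to -1.23, FDR = 1.79e-30 by the same exact test). Between 190 and 210 DAF the log2 ratio of *GAI* was -0.37 in WT and -0.52 in MT, and neither passed the thresholds. *ARR12* passed in WT between 190 and 210 DAF, from 122 to 54 reads, and in MT between 170 and 190 DAF, from 177 to 83 reads. Its log2 ratios were -1.12 and -1.05, close to the cutoff. With a pseudocount of 1 RPKM both were -0.90, and with TMM normalization they were -0.9986 and -0.9801, so that *ARR12* no longer passed in either genotype.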

One GRAS family transcription factor *GAI* (Cs2g16940) and one ARR-B family gene *ARR12* (Cs7g06180) were enriched in the plant hormone signal transduction pathway.

**Fig 2:**
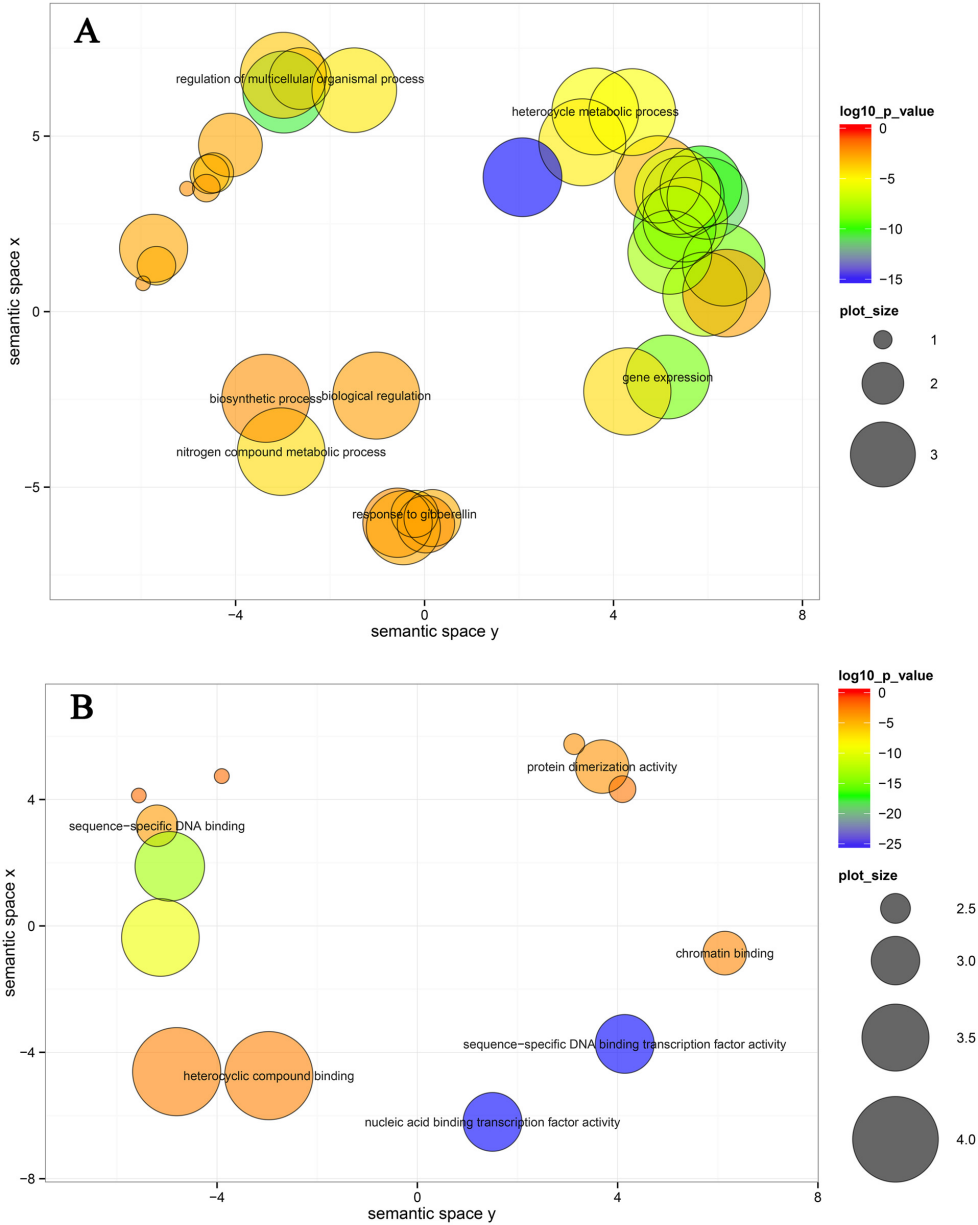
Biological process (A) and molecular function (B) enrichment analysis of the TFs differentially expressed during fruit ripening in both MT and WT. Bubble color indicates the p-value; plot size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).

Plant hormones are important for fruit development and ripening. In the present study, 8, 9 and 10 TFs were enriched in the biological processes of ‘response to gibberellin’, ‘response to salicylic acid’ and ‘response to ethylene’, respectively (S6 and S7 Tables). 

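All 18 TFs listed under these terms in S7 Table passed the thresholds in both genotypes. Among them, 4 rose and 14 fell in WT in a comparison that passed, and 5 rose and 14 fell in MT, where 1 TF did both. Of the 8 TFs under 'response to gibberellin', 2 rose and 6 fell in each genotype. Under 'response to ethylene', 3 rose and 7 fell in each genotype. For 'response to salicylic acid', 1 rose and 8 fell in WT, while in MT 2 rose and 8 fell in a comparison that passed. Single samples carry these calls, and with a BCV of 0.4 in edgeR's exact test 0 TFs remained differentially expressed in both WT and MT, against 38 with the fitted BCV of 0.1123.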

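*MYB77* fell in both genotypes, at different stages. In WT its reads fell from 89 at 170 DAF to 22 at 190 DAF, a log2 ratio of -1.98 (95% confidence interval -2.73 to -1.30, FDR = 3.56e-09 by the exact Poisson test, no replicates), and none was left at 210 DAF. In MT it had 90 reads at 170 DAF and 89 at 190 DAF, a log2 ratio of 0.03, and then fell to 5 reads at 210 DAF, a log2 ratio of -4.12 (95% confidence interval -5.77 to -2.84). The later fall in WT, from 22 reads to 0, has a log2 ratio of -11.71 because of the 0.001 that replaces an RPKM of 0. It was -2.12 with a pseudocount of 1 RPKM, and the later fall in MT was then -3.06. *GAI* had 329, 151 and 112 reads in WT at 170, 190 and 210 DAF, and 444, 153 and 104 reads in MT.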

Some TFs were enriched in different biological processes, for example, *GAI* (Cs2g16940) was enriched in ‘response to gibberellin’, ‘response to salicylic acid’ and ‘response to ethylene’ and *MYB77* (Cs3g23950) was enriched in ‘response to salicylic acid’ and ‘response to ethylene’ (S7 Table).

### Differentially expressed transcription factors between MT and WT

In a previous study [24], a total of 628 genes were differently expressed (≥ 2-fold) between MT and WT. 

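The union over the 3 stages was 628 genes here as well. At 170 DAF, 352 of 20415 tested genes passed both thresholds, 87 higher and 265 lower in MT. At 190 DAF the number was 270 (69 higher and 201 lower), and at 210 DAF 90 (25 higher and 65 lower). Most of these genes, 552, passed at 1 stage, 68 passed at 2 stages and 8 at all 3. In MT, 150 genes were only ever higher and 472 only ever lower in the stages at which they passed. Among the genes with at least 50 reads in both samples, the largest rise in MT was that of Cs2g10720 (IRT1-like) at 170 DAF, from 103 reads in WT to 531 in MT, a log2 ratio of 2.41 (no replicates). The largest decrease was that of Cs7g28370 at 170 DAF, from 881 to 96 reads, a log2 ratio of -3.15. Cs6g07830, annotated as BAHD acyltransferase DCR-like, had 1654 reads in WT and 294 in MT at 170 DAF, a log2 ratio of -2.45. The assumed spread between samples changed the total most: edgeR's exact test left 26 genes with a BCV of 0.2 and 1 gene with a BCV of 0.4, and 255 genes with the fitted BCV of 0.1123. Normalization mattered less, with 606 genes under TMM normalization and 608 under DESeq2's size factors.

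**Figure D1:**
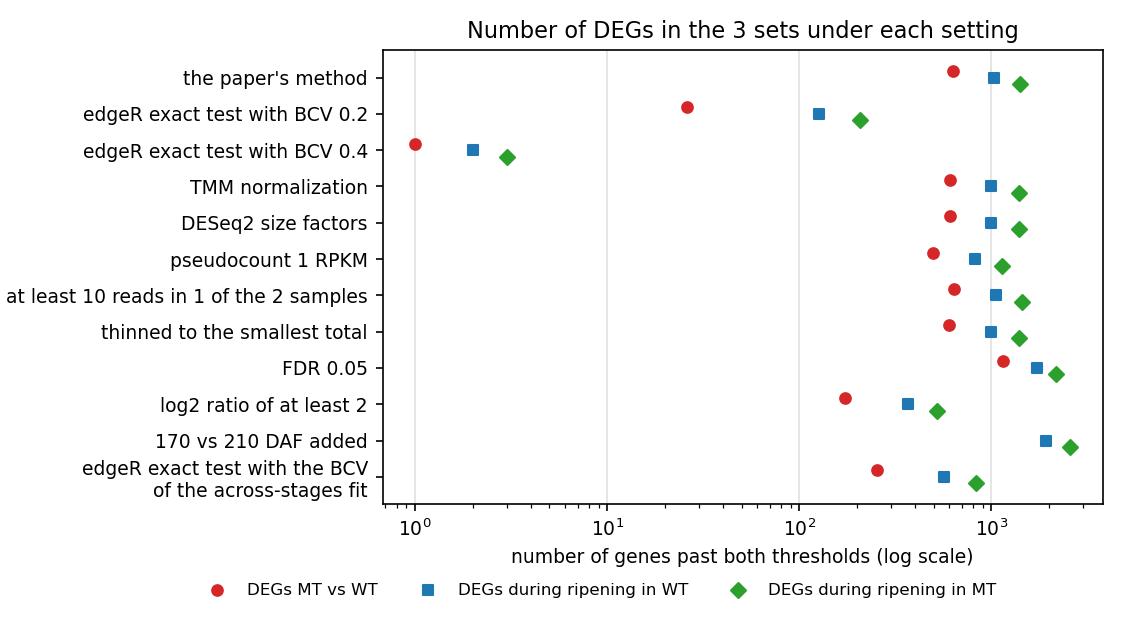
Number of genes past both thresholds (log axis) in the 3 sets of DEGs, under the method of the paper and under each alternative setting. Each point is the number for 1 set. The points for a BCV of 0.4, at 1, 2 and 3 genes, lie far to the left of the 628, 1036 and 1406 genes of the method of the paper.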

The protein sequences of this cluster DEGs were used as the original database for transcription factor searching. A total of 52 differentially expressed TFs between MT and WT were identified, the TF cluster MT vs WT (Fig 1A and Table 1). 

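Intersecting the 628 genes with the TFs of S4 Table gave the same 52 TFs as Table 1, and the log2 ratios computed from the read numbers were within 0.005 of those in Table 1. At 170 DAF, 12 TFs were higher and 20 lower in MT past both thresholds. The numbers were 5 higher and 14 lower at 190 DAF, and 3 higher and 3 lower at 210 DAF. Of the 52 TFs, 48 passed at 1 stage, 3 at 2 stages and 1, *NAC61*, at all 3. Under an assumed BCV of 0.2, 2 TFs passed, under a BCV of 0.4 none (0) did, and under the fitted BCV of 0.1123 18 did. A pseudocount of 1 RPKM left 37 TFs, and an FDR of 0.05 raised the number to 95.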

MT is a later-ripening bud mutant of WT; therefore, the extensive analysis of these 52 TFs will identify important TFs involved in later-ripening trait formation.

**Table 1:** Differential expression transcription factors (TFs) between MT and WT. 170, 190 and 210 indicate 170, 190 and 210 DAF, respectively. The change fold is shown as a log_2_ ratio. Module colors were obtained from the analysis of WGCNA. Clusters were obtained from hierarchical clustering analysis via Cluster 3.0.

GeneID	Family	Module color	Cluster	Fold change (MT/WT)			Description
				170	190	210	
Cs9g16810	ERF	lightyellow	I	-0.18	0.82	1.76	C-repeat-binding factor 4
Cs2g05620	ERF	red	I	1.18	0.54	1.49	ERF domain protein 9
Cs1g07950	ERF	blue	I	2.22	0.66	0.91	ethylene responsive element binding factor 4
Cs3g19420	ERF	midnightblue	I	1.05	0.92	1.50	Integrase-type DNA-binding superfamily protein
Cs1g11880	ERF	lightgreen	II	-1.40	-0.32	-0.12	Integrase-type DNA-binding superfamily protein
Cs9g13610	ERF	black	II	0.09	-1.12	-0.25	Integrase-type DNA-binding superfamily protein
Cs5g29870	ERF	blue	II	-2.47	0.57	0.37	ethylene response factor 1
Cs1g23230	Dof	turquoise	I	1.05	1.01	0.75	OBF binding protein 1
Cs7g03670	Dof	red	I	1.08	-0.42	0.98	cycling DOF factor 2
orange1.1t01261	Dof	purple	II	-1.22	-1.19	-0.10	Dof-type zinc finger DNA-binding family protein
Cs5g01740	Dof	brown	II	-0.08	-1.07	-0.83	Dof-type zinc finger DNA-binding family protein
Cs3g21070	Dof	lightgreen	II	-3.19	-0.26	-0.39	Dof-type zinc finger DNA-binding family protein
Cs8g18320	Dof	brown	IV	-0.32	-2.13	-10.36	Dof-type zinc finger DNA-binding family protein
Cs8g17960	C2H2	cyan	I	1.04	0.26	0.65	C2H2-type zinc finger family protein
Cs7g01850	C2H2	turquoise	I	0.57	1.03	0.75	C2H2-type zinc finger family protein
Cs8g04280	C2H2	yellow	II	-1.23	-0.28	0.15	salt tolerance zinc finger
Cs3g02080	C2H2	blue	II	-0.48	-1.11	-0.33	indeterminate(ID)-domain 5
Cs7g21900	C2H2	red	III	-7.18	-2.94	-2.64	C2H2-type zinc finger family protein
Cs7g19870	bHLH	turquoise	II	-1.27	-0.15	-0.08	bHLH DNA-binding superfamily protein
Cs9g13930	bHLH	turquoise	II	-0.58	-1.01	-0.23	bHLH DNA-binding superfamily protein
Cs1g02580	bHLH	tan	II	-1.08	-0.17	-0.05	bHLH DNA-binding superfamily protein
Cs6g21120	bHLH	yellow	VI	0.05	10.97	-7.16	bHLH DNA-binding family protein
Cs6g21530	MYB	turquoise	I	1.06	0.66	-0.35	myb domain protein 16
Cs2g12700	MYB	green	II	-2.41	0.38	0.00	myb domain protein 62
Cs6g01750	MYB	cyan	II	-2.72	-1.37	-0.68	myb domain protein 61
Cs3g23950	MYB	yellow	V	0.06	2.07	9.66	myb domain protein 77
Cs8g02020	MYB_related	saddlebrown	II	-0.71	-0.63	-1.19	myb-like HTH transcriptional regulator family protein
Cs7g31610	MYB_related	turquoise	II	-1.09	0.26	0.15	Duplicated homeodomain-like superfamily protein
Cs2g27940	MYB_related	red	III	-6.21	-2.84	-2.18	myb domain protein 21
Cs8g14700	NAC	red	I	1.74	1.49	1.88	NAC domain containing protein 61
Cs1g06760	NAC	yellow	II	-1.23	-0.38	-0.05	NAC (No Apical Meristem) domain transcriptional regulator superfamily protein
Cs5g29650	NAC	green	II	-1.40	-1.85	-0.23	NAC domain containing protein 74
Cs2g13920	NAC	brown	II	0.11	-1.94	-2.55	NAC domain containing protein 84
Cs8g04300	LBD	blue	II	-1.34	-1.66	0.42	LOB domain-containing protein 38
Cs7g30620	LBD	yellow	II	-3.12	0.12	0.20	Lateral organ boundaries (LOB) domain family protein
Cs7g26710	LBD	blue	II	-2.17	-0.03	-1.66	LOB domain-containing protein 41
Cs8g15030	bZIP	lightgreen	II	-1.90	-0.10	-0.13	bZIP transcription factor family protein
Cs5g32400	ARF	yellow	II	-1.27	-0.12	-0.37	auxin response factor 1
Cs5g26420	G2-like	brown	IV	0.05	-1.84	-8.70	Homeodomain-like superfamily protein
Cs5g26470	GATA	turquoise	I	1.22	1.06	1.04	GATA transcription factor 7
Cs1g23790	GRAS	turquoise	II	0.12	-1.27	1.26	GRAS family transcription factor
Cs6g15330	GRF	green	II	-0.25	-1.74	-0.24	growth-regulating factor 4
Cs1g23760	HD-ZIP	green	II	-2.95	-1.11	-0.67	homeobox protein 40
Cs4g13650	HRT-like	brown	II	0.24	-1.24	-0.64	effector of transcription2
Cs9g07650	HSF	turquoise	II	-1.30	0.09	-0.15	heat shock transcription factor A6B
Cs4g14590	HSF	yellow	II	-1.16	-0.36	-0.16	heat shock transcription factor A2
Cs7g11810	MIKC	purple	I	0.58	1.01	-0.11	K-box region and MADS-box transcription factor family protein
Cs5g17820	MIKC	blue	II	-2.15	-1.42	-0.69	K-box region and MADS-box transcription factor family protein
Cs7g10990	SBP	turquoise	I	1.31	1.09	0.95	Squamosa promoter-binding protein-like (SBP domain) transcription factor family protein
Cs3g23280	WOX	turquoise	I	3.54	1.38	0.00	WUSCHEL related homeobox 4
Cs2g02790	WRKY	yellow	II	-1.11	-0.32	0.02	WRKY family transcription factor
Cs6g21230	ZF-HD	turquoise	I	1.27	0.17	-0.12	mini zinc finger 2

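In the re-derived set the 52 TFs likewise belonged to 22 families, and 12 of these families had 1 TF in the set. With TMM normalization there were 21 families and with a pseudocount of 1 RPKM 18. The number fell furthest with a BCV of 0.2, to 2 families, and with a BCV of 0.4, to 0, while the fitted BCV of 0.1123 gave 11.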

As shown in Fig 1D, these 52 TFs were assigned to 22 different families. The top three families of the DEG cluster MT vs WT were ERF (7), Dof (6) and C2H2 (5). 

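By Fisher's exact test against all 934 TFs, with Benjamini-Hochberg adjustment over the 8 families with at least 3 TFs in the set, Dof was the only family with an adjusted p below 0.05. Its 6 TFs came from a family of 22, an odds ratio of 7.06 (Fisher's exact p = 8.36e-04, adjusted p = 0.0067). For the 5 C2H2 TFs, from a family of 56, Fisher's exact p was 0.2317 (adjusted p = 0.4634). With the background restricted to TFs with at least 10 reads in at least 1 sample, the adjusted p of Dof was 0.0141 by Fisher's exact test. Draws of TFs with matching numbers of reads held 1.7987 Dof TFs on average, and 47 of 10000 draws held at least 6. The number of Dof TFs depended on the calls: 4 were left with TMM normalization, 3 with a pseudocount of 1 RPKM and 1 with the fitted BCV of 0.1123. For the sets of the TMM normalization and of the pseudocount, tests added after seeing the data, the adjusted p of Dof was 0.0649 and 0.1049 by Fisher's exact test.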

Thus, we focused on the ERF family TFs, as the ERF family contained the greatest number of TFs in the DEG cluster MT vs WT. 

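The 7 ERF TFs came from a family of 58, an odds ratio of 2.53 against the other TFs (Fisher's exact p = 0.0363). After adjustment over the 8 families tested, the p-value was 0.1453 by Fisher's exact test. With the background of TFs with at least 10 reads, Fisher's exact p was 0.0282 and the adjusted p 0.1128. A share of 0.0283 of the 10000 draws with matching numbers of reads held at least 7 ERF TFs, with 3.0941 on average. There were 7 ERF TFs with TMM normalization and with a pseudocount of 1 RPKM as well, and 4 with the fitted BCV of 0.1123. The adjusted p of ERF in these 3 sets was 0.0649, 0.0351 and 0.0213 by Fisher's exact test, also added after seeing the data. In the last of these sets ERF was the only family tested, so its p carries no adjustment. The 7 TFs did not change in the same direction: at 170 DAF *ERF4* rose from 33 reads in WT to 149 in MT and *DREB26* from 146 to 293, while *ERF1* fell from 103 to 18 (no replicates). The paper takes the number of ERF TFs as its reason to focus on this family.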

The change fold of gene expression, the log_2_ ratio, between the MT and WT were performed with hierarchical cluster analysis using Cluster 3.0 (Fig 3). 

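The log2 ratios that entered the cluster analysis were recomputed from the read numbers for the 52 TFs at each stage. Those at 170 DAF ranged from -7.18 to 3.54 with a median of -0.53, those at 190 DAF from -2.94 to 10.97 with a median of -0.22, and those at 210 DAF from -10.36 to 9.66 with a median of -0.12 (no replicates). All ratios beyond 6 in either direction, 7 in number, involved a sample with 0 reads. With a pseudocount of 1 RPKM the largest of these 7 was 1.59 in absolute value.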

As shown in Fig 3, six clusters were identified. 

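Cluster I of Table 1 holds 15 TFs, and 9 of them had a log2 ratio above 0 at all 3 stages. Their median log2 ratio was 1.08 at 170 DAF, 0.92 at 190 DAF and 0.93 at 210 DAF, and 12, 3 and 3 of them passed both thresholds upward at these stages (no replicates). Cluster II holds 31 TFs, of which 19 had a log2 ratio below 0 at all 3 stages. Their medians were -1.23, -0.38 and -0.19, and 20, 11 and 1 passed downward. No TF of cluster I passed downward, and none of cluster II passed upward. The calls of single TFs depended on the assumed variation: with a BCV of 0.2, 2 of the 52 TFs passed, and with the fitted BCV of 0.1123, 18.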

The TFs of cluster I were up-regulated in MT and TFs of cluster II were down-regulated in MT. 

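Counted by the stages at which they passed both thresholds, 35 of the 52 TFs were lower in MT and 17 higher. By the sign of the log2 ratio alone, 31 TFs were lower and 21 higher at 170 DAF, and the same numbers were found at 190 DAF. At 210 DAF, 31 were lower and 19 higher, and 2 TFs had no reads. Of the TFs with the same sign at all 3 stages, 22 were lower and 10 higher. The calls at 210 DAF were even, with 3 TFs higher and 3 lower. TFs past the thresholds had between 36 and 9057 reads in MT and WT together at 170 DAF, and between 59 and 490 at 210 DAF. The set shrank most with the BCV of 0.4, where 0 TFs were left in it, and the fitted BCV of 0.1123 left 18.

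**Figure D2:**
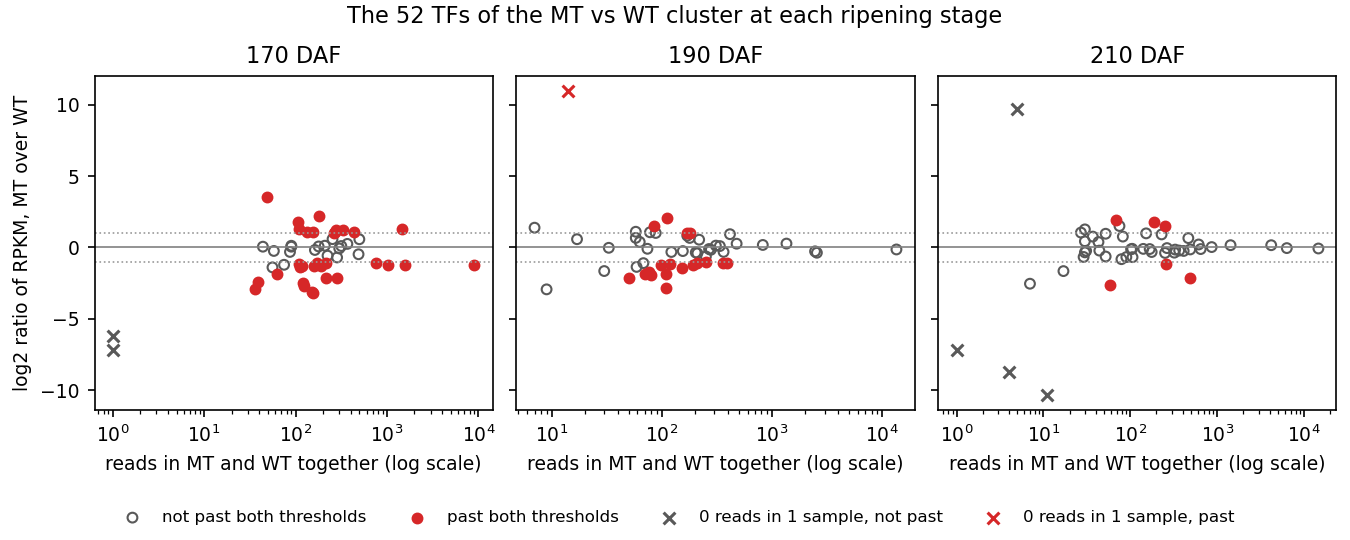
Log2 ratio of RPKM (MT over WT) of the 52 TFs against the number of reads in MT and WT together (log axis), at 170, 190 and 210 DAF. Filled points passed both thresholds, open points did not, and crosses mark TFs with 0 reads in 1 of the samples. Past the thresholds lie 32 TFs at 170 DAF, 19 at 190 DAF and 6 at 210 DAF, and most ratios far from 0 are crosses at few reads.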

The number of down-regulated TFs was much more than that of up-regulated TFs.

**Fig 3:**
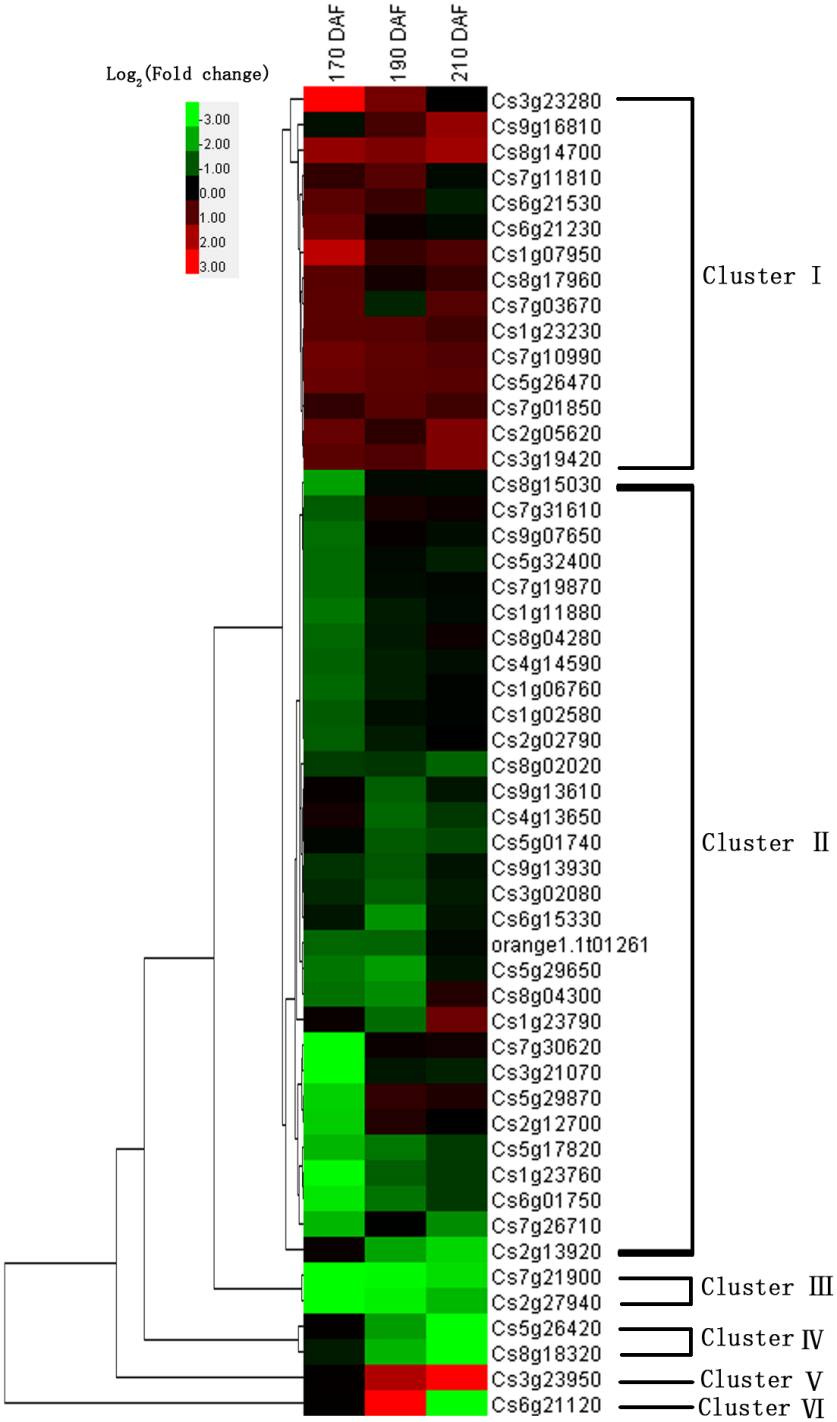
Hierarchical cluster analysis of the TF differential expressed between MT and WT.

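*NAC61* had 25 reads in WT and 81 in MT at 170 DAF, a log2 ratio of 1.74 (95% confidence interval 1.08 to 2.45, FDR = 3.07e-07 by the exact Poisson test, no replicates). At 190 DAF it had 23 and 62 reads (log2 ratio 1.49, FDR = 1.70e-04 by the same exact test), and at 210 DAF 15 and 54 reads (log2 ratio 1.88, exact-test FDR = 5.44e-05). For *GATA7* the log2 ratio was 1.22 at 170 DAF, from 102 and 230 reads (95% confidence interval 0.88 to 1.57, exact-test FDR = 6.43e-12). It was 1.06 at 190 DAF, from 26 and 52 reads (exact-test FDR = 0.0178), and 1.04 at 210 DAF, from 9 and 18 reads (exact-test FDR = 0.4082). The interval at 210 DAF, -0.19 to 2.37, includes 0, so a difference in *GATA7* was not detectable there at this depth. *ERF4* rose from 33 reads in WT to 149 in MT at 170 DAF, a log2 ratio of 2.22 (95% confidence interval 1.67 to 2.81), and *WOX4* from 4 to 45, a log2 ratio of 3.54 (95% confidence interval 2.08 to 5.48). A 6-fold change is a log2 ratio of 2.585. The pseudocount moved *WOX4* most, to 2.41 with 1 RPKM, while *ERF4* was then 2.02 and *NAC61* 1.39, 1.15 and 1.37 at the 3 stages. From these ratios the paper describes the TFs as up-regulated in MT.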

In cluster I, *NAC61* (Cs8g14700) and *GATA7* (Cs5g26470) were up-regulated more than 2-fold in MT at all three ripening stages; *ERF4* (Cs1g07950) and *WOX4* (Cs3g23280) were up-regulated more than 6-fold in MT at 170 DAF (Table 1). 

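These decreases were all found at 170 DAF. *MYB61* had 109 reads in WT and 16 in MT, a log2 ratio of -2.72 (95% confidence interval -3.58 to -1.96, FDR = 5.56e-16 by the exact Poisson test, no replicates). *MYB62* had 33 and 6 reads, a log2 ratio of -2.41 (95% confidence interval -3.96 to -1.14, exact-test FDR = 2.18e-04). For Cs3g21070 the reads were 141 and 15, with a log2 ratio of -3.19 (95% confidence interval -4.06 to -2.41, exact-test FDR = 3.04e-24), and this TF also passed with a BCV of 0.2. *ERF1* had 103 reads in WT and 18 in MT, a log2 ratio of -2.47 (95% confidence interval -3.28 to -1.74). The 32 reads of *HB40* in WT and 4 in MT gave -2.95 (95% confidence interval -4.91 to -1.46). None of them passed the thresholds at 190 or 210 DAF, where *ERF1* had log2 ratios of 0.57 and 0.37 and *MYB61* -1.37 and -0.68. A pseudocount of 1 RPKM brought *HB40* to -1.64 and *MYB62* to -1.55, the largest shifts, and Cs3g21070 to -2.78. The paper places the decreases of this group in MT beyond 6-fold.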

In cluster II, there were several TFs down-regulated more than 6-fold in MT, such as *MYB61/62* (Cs6g01750/Cs2g12700), Cs3g21070 (Dof family TF), *ERF1* (Cs5g29870) and *HB40* (Cs1g23760) (Table 1). 

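*MYB21* had 97 reads in WT and 13 in MT at 190 DAF, a log2 ratio of -2.84 (95% confidence interval -3.8 to -2.0, FDR = 1.11e-14 by the exact Poisson test, no replicates). At 210 DAF it had 403 and 87 reads, a log2 ratio of -2.18 (exact-test FDR = 2.07e-45). Its ratio of -6.21 at 170 DAF comes from 1 read in WT and 0 in MT and did not pass. *MYB77* was nearly equal at 170 DAF, with 89 and 90 reads, and higher in MT at 190 DAF, with 22 reads in WT and 89 in MT, a log2 ratio of 2.07 (95% confidence interval 1.39 to 2.82). The ratio of 9.66 at 210 DAF comes from 0 and 5 reads. *OBP2* passed at 190 DAF, with 41 reads in WT and 9 in MT, a log2 ratio of -2.13 (95% confidence interval -3.36 to -1.07), and its ratio of -10.36 at 210 DAF comes from 11 and 0 reads. The ratios with 0 reads in 1 sample rest on the replacement of an RPKM of 0 by 0.001. With a pseudocount of 1 RPKM they became -0.10 for *MYB21* at 170 DAF, and 0.86 for *MYB77* and -1.21 for *OBP2* at 210 DAF.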

Other clusters were TFs with a substantial change between MT and WT, such as *MYB21/77* (Cs2g27940/ Cs3g23950) and *OBP2* (Cs8g18320), which were down/up-regulated in the range of 0 to hundreds fold (Table 1).

After removing redundant GO terms, these 52 TFs were enriched to 28 biological processes and 9 molecular functions (P-value < 0.01) (S8 Table). According to the result of REViGO [33], in biological process, most of TFs were assigned to ‘regulation of transcription, DNA-templated’, ‘response to ethylene’ and ‘nitrogen compound metabolic process’ (S2A Fig); in molecular function, most of TFs were assigned to ‘nucleic acid binding transcription factor activity’, ‘chromatin binding’, ‘sequence-specific DNA binding transcription factor activity’, ‘transcription regulatory region DNA binding’ and ‘heterocyclic compound binding’ (dispensability < 0.15) (S2B Fig). 

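S9 Table lists 21 TFs under these terms, and all 21 were in the re-derived MT vs WT set. Past the thresholds, 8 of them were higher and 13 lower in MT, and 15 passed at 170 DAF, 6 at 190 DAF and 2 at 210 DAF. Of the 10 TFs under 'response to ethylene', 5 were higher and 5 lower in MT, and 8 passed at 170 DAF. Those under 'response to jasmonic acid' were 4 higher and 6 lower, those under 'response to gibberellin' 2 higher and 4 lower, and those under 'ethylene-activated signaling pathway' 3 higher and 4 lower. For 'response to auxin' the numbers were 2 higher and 7 lower. With an assumed BCV of 0.2, 0 of the 21 TFs passed, with the fitted BCV of 0.1123 10 did, and with a pseudocount of 1 RPKM 17 did.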

Interestingly, some TFs were enriched in hormone-related processes, such as ‘response to ethylene’ (10 TFs), ‘response to jasmonic acid’ (10), ‘response to gibberellin’ (6), ‘response to auxin’ (9) and ‘ethylene-activated signaling pathway’ (7). These TFs involved in hormone related processes might be candidate regulators for the formation of later-ripening trait, which were listed in S9 Table. Thereinto, *MYB16* (Cs6g21530), *MYB21* (Cs2g27940) and *ERF4* (Cs1g07950) were assigned to different hormone response processes, indicating that these TFs might play a wide range of regulatory roles during citrus fruit ripening. 

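*MYB16* passed the thresholds at 170 DAF, from 51 reads in WT to 103 in MT, a log2 ratio of 1.06 (95% confidence interval 0.56 to 1.57, FDR = 1.71e-04 by the exact Poisson test, no replicates). *ERF4* was higher in MT at the same stage, with a log2 ratio of 2.22, and *MYB21* was lower at 190 DAF (-2.84) and 210 DAF (-2.18). The ratio of *MYB16* was nearest to the cutoff and fell to 0.91 with a pseudocount of 1 RPKM, below the threshold. From the assignment of these differentially expressed TFs to several hormone responses, the paper proposes a wide regulatory role for them in ripening.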

In addition, three TFs were identified to enrich in plant hormone signal transduction pathway (data not shown). 

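All 3 TFs were lower in MT at 170 DAF. *ERF1* had 103 reads in WT and 18 in MT, a log2 ratio of -2.47 (FDR = 1.44e-13 by the exact Poisson test, no replicates). *ARF1* had 85 and 34 reads, a log2 ratio of -1.275 (95% confidence interval -1.89 to -0.69, exact-test FDR = 9.51e-05). The reads of *TGA9* were 50 and 13, with a log2 ratio of -1.90 (95% confidence interval -2.90 to -0.99, exact-test FDR = 6.48e-05). At 190 and 210 DAF none of them passed, and the ratios of *TGA9* were -0.10 and -0.13. *TGA9* and *ARF1* are long genes, of 6699 and 4970 bp, with a low RPKM, and a pseudocount of 1 RPKM brought them to -0.82 and -0.87, below the threshold.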

*ERF1* (Cs5g29870), *ARF1* (Cs5g32400) and *TGA9* (Cs8g15030) were assigned to ethylene, auxin and salicylic acid signal transduction pathways, respectively.

### Coexpression Network Analysis with WGCNA

TFs can regulate a large number of target genes, as these genes are characterized based on network regulation. Therefore, a weighted correlation network analysis tool, WGCNA, was adopted [25]. The WGCNA R software package is a systems biology approach whose purpose is to understand networks instead of individual genes. In the present study, coexpression networks were constructed based on pairwise correlations between the genes in common expression trends across all 18879 genes in all samples, including all three ripening stage transcriptomes of MT and WT (S2 Table). 

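The network itself was not rebuilt, since WGCNA was not available and S2 Table is cut short in the copy analysed here. The eigengene of a module was recovered instead from the module membership (MM) values of the supplementary tables. MM is the Pearson correlation of a gene with the eigengene over the 6 samples, so that the MM and RPKM values of many genes fix the eigengene by least squares. This was possible for 27 of the modules, with between 98 and 833 genes each. The recovered eigengenes returned the MM values with a root mean square residual of at most 2.22e-04, and genes held out of the recovery differed by at most 0.0025. The profiles of ABA, citric acid, fructose, malic acid, quinic acid and sucrose were recovered in the same way from the gene significance (GS) values of 676 genes, with a held-out difference of at most 0.0017. These profiles carry the shape of a trait over the 6 samples but not its units. No GS values for glucose were in the files analysed here. All correlations below are over 6 samples, 1 per condition, and their p-values come from all 720 orders of the samples. The smallest p-value these orders allow is 0.0014 for Pearson's r and 0.0028 for Spearman's rho.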

The modules are defined as clusters of highly interconnected genes, and genes within the same module are highly correlated with one another. The weighted correlation network analysis resulted in 32 distinct modules, labeled with different colors (Fig 4A). After validation using a permutation procedure according to a previous study [36], 24 modules displayed TO that was higher than what is expected for random groups of transcripts (S3 Fig); the modules of cyan, darkorange, darkturquoise, lightcyan, lightyellow, magenta, pink and royalblue had no truly statistical relevance. As shown in Fig 4A, each tree branch constitutes a module, and each leaf in the branch is one gene. Each module contained different numbers of genes. The turquoise module contained 3985 genes, which was the largest cluster of genes; the smallest module, violet module, only contained 41 genes (Fig 4B). The module eigengene is the first principal component of a given module and can be considered a representative of the gene expression profile of that module (S4 Fig). The TFs identified in the present study were assigned to different modules. 

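By the module colours of S4 Table, 223 of the 934 TFs belonged to the turquoise module, 127 to blue, 116 to brown and 109 to yellow. Of the TFs that changed during ripening in WT, 29 were turquoise, 20 yellow, 21 brown and 9 blue. For the TFs that changed in MT the numbers were 54 turquoise, 32 yellow, 18 brown and 4 blue. The MT vs WT set had 12 turquoise, 8 yellow, 5 brown and 6 blue TFs. An assumed BCV of 0.2 would leave 11 TFs of the WT set and 16 of the MT set to assign, and the fitted BCV of 0.1123 would leave 59 and 78.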

As shown in S5 Fig, most TFs were assigned to turquoise, yellow, brown and blue modules. The turquoise module eigengene exhibited down-regulated expression during fruit ripening in WT and MT. 

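The recovered turquoise eigengene, which has no unit and a sum of squares of 1, was 0.30 at 170 DAF, -0.17 at 190 DAF and -0.39 at 210 DAF in WT. In MT it was 0.75, -0.11 and -0.39 (no replicates). It thus fell by 0.69 in WT and by 1.14 in MT from 170 to 210 DAF, and fell in both intervals. When the first principal component of the turquoise TFs was used in place of the recovered eigengene, the changes were -0.708 and -1.1278. Of the 27 eigengenes, 9 fell and 9 rose over this period in both genotypes, and 9 moved in opposite directions.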

In contrast, the yellow module eigengene was up-regulated expression during the fruit ripening of WT and MT. 

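The yellow eigengene rose in WT from -0.42 at 170 DAF to 0.14 at 190 DAF and 0.52 at 210 DAF, and in MT from -0.54 to -0.16 and 0.47 (no replicates). The total rise was 0.94 in WT and 1.01 in MT. With the first principal component of the yellow TFs it was 0.9734 and 0.9785.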

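The brown eigengene rose in WT by 0.22 between 170 and 190 DAF before it fell by 0.93, whereas in MT it fell by 0.66 and then by 0.32 (no replicates). The difference of MT from WT was 0.24 at 170 DAF, -0.63 at 190 DAF and -0.03 at 210 DAF. The blue eigengene fell in both intervals in both genotypes. It started at 0.82 in WT and at 0.03 in MT, a difference of -0.78, and the difference was -0.23 at 190 DAF and -0.12 at 210 DAF. With 1 sample per condition the difference between the genotypes was not tested. The fall of blue from 170 to 210 DAF was -1.141 in WT and -0.4783 in MT, and with the first principal component of the blue TFs -1.1436 and -0.4963, the setting that moved it most.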

Interestingly, the expression patterns of brown and blue module eigengenes were different between WT and MT (S4 Fig).

**Fig 4:**
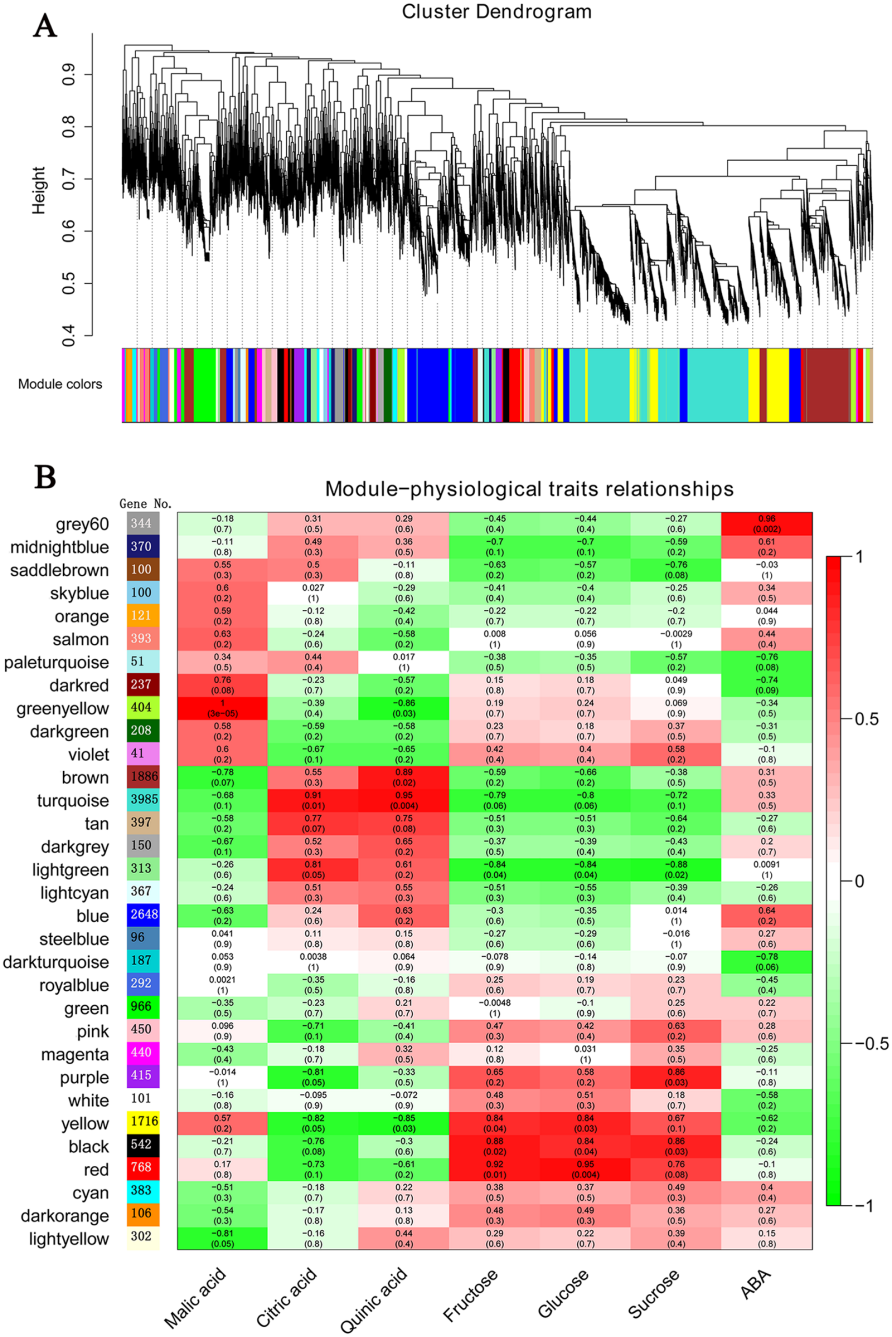
Hierarchical cluster tree with dissimilarity based on topological overlap showing coexpression modules identified by WGCNA (A). Each leaf in the tree is one gene. The major tree branches constitute 32 modules labeled by different colors. Module colors were determined in the single-block analysis. B, Module-physiological traits association. Each row corresponds to a module. The number of genes in each module is indicated on the left. Each column corresponds to a physiological trait. The color of each cell at the row-column intersection indicates the correlation coefficient between the module and the physiological trait, and the numbers in each cell indicate correlation coefficient R and P value, respectively.

In our previous study [24], we measured the content of soluble sugar, organic acid and abscisic acid (ABA) of WT and MT fruits at different ripening stages. These physiological trait data were used in the present study to perform a correlation network analyses with gene expression trends (Fig 4B). 

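From the recovered profiles, malic acid and the greenyellow eigengene had r = 0.9957 over the 6 samples (exact permutation p = 0.0014, the smallest possible) and rho = 1 (exact permutation p = 0.0028, the smallest possible). Without the 2 samples farthest from the median of malic acid, r was 0.9636. Citric acid and the turquoise module had r = 0.9127 (exact permutation p = 0.0153) and rho = 0.8857 (exact permutation p = 0.0333). This r fell to 0.5808 without the 2 farthest samples, so its size depends on them. Quinic acid and the turquoise module had r = 0.9474 (exact permutation p = 0.0083) and rho = 0.8857 (exact permutation p = 0.0333), and r was 0.8386 without the 2 farthest samples. In all, 162 module-trait relations were computed, and none had a Benjamini-Hochberg adjusted permutation p below 0.05. With 6 samples no relation could pass alone, whatever its r, since the smallest possible permutation p is 0.0014. It would take 5 of the 162 relations at that p, or more at larger p-values, and 1 was at it. The adjusted permutation p was 0.225 for malic acid with greenyellow and 0.3375 for citric acid with turquoise. Leaving out samples was added to the module-trait relations after seeing the data. It takes out the widest part of the trait, which can lower r by itself. From the correlations in Fig 4B the paper concludes that these acids and modules are highly positively correlated.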

As shown in Fig 4B, malic acid was highly positively correlated with the greenyellow module (r = 1, p = 3e-05), and citric acid and quinic acid were all highly positively correlated with the turquoise module. 

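Fructose had r = 0.9177 with the red module (exact permutation p = 0.0222), 0.8356 with yellow (exact permutation p = 0.025) and 0.8843 with black (exact permutation p = 0.0056). The rho of fructose with red was 0.7143 (exact permutation p = 0.1361), and with yellow and with black it was 0.8857 (exact permutation p = 0.0333). Without the 2 samples farthest from the median of fructose, r with red changed sign to -0.2978, with yellow it was 0.6282 and with black 0.7971. The relation with red rests on those samples: WT at 210 DAF had an eigengene value of 0.85 and the other 5 samples lay between -0.48 and -0.05. Sucrose had r = -0.8772 with lightgreen (exact permutation p = 0.0208), 0.8573 with purple (exact permutation p = 0.0306) and 0.8615 with black (exact permutation p = 0.0222). The rho values of sucrose were -0.8286, 0.8286 (exact permutation p = 0.0583 for both) and 0.9429 (exact permutation p = 0.0167). With the 2 farthest samples left out, these r values were -0.3691, 0.9794 and 0.8795. ABA and the gray60 module had r = 0.96 (exact permutation p = 0.0042), rho = 0.9429 (exact permutation p = 0.0167) and r = 0.838 without the 2 farthest samples. Over the 162 relations, the adjusted permutation p was 0.3 for black with fructose and for gray60 with ABA, and 0.3808 for purple with sucrose. The labels give no batch within which to repeat these correlations. The paper takes these correlations as the link between sugars, ABA and the modules.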

For soluble sugars, fructose and glucose were all positively correlated with red, yellow and black modules, while sucrose was correlated with lightgreen, purple and black modules; ABA is a significant hormone for citrus fruit ripening, and in the present study, this hormone was highly positively correlated with the gray60 module.

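The same 16 TFs were in all 3 re-derived sets. In addition, 9 TFs were shared by the WT and MT vs WT sets only, 12 by the MT and MT vs WT sets only, and 15 TFs were in the MT vs WT set alone. Among all genes, 229 were in the 3 sets. The assumed variation moved the number most, to 0 TFs with a BCV of 0.2 as with 0.4, and the fitted BCV of 0.1123 left 3. An absolute log2 ratio of at least 2 left 3 TFs, a pseudocount of 1 RPKM left 12, and an FDR of 0.05 gave 33.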

Sixteen TFs were identified in all three cluster DEGs, including MT, WT and MT vs WT (Fig 1A). These 16 TFs may play important roles in the citrus fruit ripening process. Thus, we conducted a correlation analysis between these 16 TFs and gene modules (Fig 5). As shown in Table 2 and Fig 5, *MYB77* (Cs3g23950) and *MYB62* (Cs2g12700) belonged to the yellow and green modules, respectively; however, these genes were all high positively correlated with the gray60 module, which was positively correlated with ABA. 

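*MYB77* and the gray60 eigengene had r = 0.8526 (exact permutation p = 0.0319) and rho = 0.8857 (exact permutation p = 0.0333). The r was 0.8314 without the 2 samples farthest from the median of the eigengene. With log2(RPKM + 1) the exact permutation p of r was 0.0681. With the first principal component of the gray60 TFs it was 0.0514, and r without the 2 farthest samples was 0.5966. *MYB62* and gray60 had r = 0.8198 (exact permutation p = 0.0528) and rho = 0.9276 (exact permutation p = 0.0222). The r of *MYB62* fell to 0.3591 without the 2 farthest samples, so its size depends on them. Its exact permutation p of r was 0.0694 with log2(RPKM + 1) and 0.025 with the first principal component of the TFs. Adjusted over the 16 pairs of a TF with its module, the permutation p-values of r were 0.0393 for *MYB77* and 0.0593 for *MYB62*. Gray60 had the highest r of the 27 modules with each of these TFs, so its choice is not independent of r. In absolute value another module had a higher r, 0.944 for *MYB77* and 0.8644 for *MYB62*. Over all 432 pairs of the 16 TFs with the 27 modules, 39 had an absolute r of at least 0.8 and 0 had an adjusted permutation p below 0.05. That would need 13 pairs at the smallest possible permutation p, which 5 had, or more pairs at larger p-values. With ABA itself, *MYB77* had r = 0.7442 (exact permutation p = 0.1222) and rho = 0.7714 (exact permutation p = 0.1028), and r = 0.395 without the 2 farthest samples. *MYB62* and ABA had r = 0.827 (exact permutation p = 0.0194) and rho = 0.9856 (exact permutation p = 0.0056), and r = 0.451 without the 2 farthest samples. Over the 96 pairs of the 16 TFs with the 6 traits, the adjusted permutation p was 0.3088 for *MYB77* and 0.1619 for *MYB62*. *MYB62* had between 0 and 35 reads per sample. The paper connects both TFs to ABA through the gray60 module.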

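*RD26* and the yellow eigengene had r = 0.9431 (exact permutation p = 0.0014, the smallest possible) and rho = 1 (exact permutation p = 0.0028, the smallest possible). *WRKY42* and yellow had r = 0.9619 (exact permutation p = 0.0028) and rho = 0.9429 (exact permutation p = 0.0167). Both stayed high without the 2 farthest samples, with r = 0.8794 and r = 0.9219. Among the 27 modules, yellow had the highest r with each of these TFs. *MYB21* and the red eigengene had r = 0.9445 (exact permutation p = 0.0194) and rho = 0.8286 (exact permutation p = 0.0583). Its r was 0.1449 without the 2 farthest samples. With log2(RPKM + 1) r was 0.8247 (exact permutation p = 0.0139), and 0.2604 without the 2 farthest samples. With the recovered eigengene the r of *MYB21* thus rests on those samples. WT at 210 DAF had 403 reads, and no other sample had more than 97. With the first principal component of the red TFs, the r of *MYB21* was 0.931 (exact permutation p = 0.0069), and 0.694 without the 2 farthest samples. The adjusted permutation p over the 16 pairs was 0.0074 for *RD26*, 0.0111 for *WRKY42* and 0.0323 for *MYB21*.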

*RD26* (Cs1g06760) and *WRKY42* (Cs2g02790) belonged to the yellow module and also had the highest positive correlation with the yellow module, and *MYB21* (Cs2g27940) was highly positively correlated with the red module (Table 1 and Fig 5). 

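The TFs were also correlated with the recovered fructose profile directly. *MYB21* had r = 0.8901 (exact permutation p = 0.0069), rho = 0.9429 (exact permutation p = 0.0167) and r = 0.8413 without the 2 farthest samples. *RD26* had r = 0.8294 (exact permutation p = 0.0278), rho = 0.8857 (exact permutation p = 0.0333) and r = 0.5411 without them. For *WRKY42*, r was 0.8017 (exact permutation p = 0.0375), rho was 0.7714 (exact permutation p = 0.1028) and r without them 0.5127. *MYB77* was negatively related to fructose, with r = -0.8175 (exact permutation p = 0.0125), rho = -0.8857 (exact permutation p = 0.0333) and r = -0.8824 without the 2 farthest samples. The adjusted permutation p over the 96 TF-trait pairs was 0.1333 for *MYB21* and *MYB77*, 0.1778 for *RD26* and 0.18 for *WRKY42*. Glucose was not in the files analysed here. From the correlation of these TFs with their modules, and of the modules with sugars, the paper concludes that the TFs are correlated with fructose and glucose.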

These findings showed that *RD26*, *WRKY42* and *MYB21/77* had a high correlation with fructose and glucose. 

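*GATA7* and *NTT* followed the turquoise eigengene, with r = 0.9731 and r = 0.9861 and rho = 1 for both (exact permutation p = 0.0014 for r and 0.0028 for rho, the smallest possible). Without the 2 farthest samples r was 0.8752 and 0.8331. *HAM4* and turquoise had r = 0.8932 (exact permutation p = 0.0069) and rho = 0.9429 (exact permutation p = 0.0167), and r was 0.6079 without the 2 farthest samples. The adjusted permutation p over the 16 pairs was 0.0074 for *GATA7* and *NTT* and 0.0185 for *HAM4*. With citric acid, *GATA7* had r = 0.9669 and *NTT* r = 0.9405 (exact permutation p = 0.0069 for both), with rho = 0.8857 (exact permutation p = 0.0333 for both). These fell to 0.7428 and 0.7903 without the 2 samples farthest in citric acid. *HAM4* and citric acid had r = 0.6851 (exact permutation p = 0.0958) and rho = 0.7143 (exact permutation p = 0.1361), and r = 0.0463 without the 2 farthest samples. With quinic acid the r values were 0.8898 for *GATA7* (exact permutation p = 0.0139), 0.882 for *NTT* (exact permutation p = 0.0208) and 0.9418 for *HAM4* (exact permutation p = 0.0042). Without the 2 samples farthest in quinic acid they were 0.7143, 0.6707 and 0.9953. No adjusted permutation p over the 96 TF-trait pairs was below 0.1333. A value below 0.05 would need 3 pairs at the smallest possible permutation p, which 1 had, or more pairs at larger p-values. The paper relates these TFs to both acids through the turquoise module.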

*HAM4* (Cs1g23790), *GATA7* (Cs5g26470) and *NTT* (Cs7g01850) belonged to the turquoise module, which was high positively correlated with citric acid and quinic acid (Table 2 and Fig 5). Additionally, 4 TFs, *ET2* (Cs4g13650), Dof 4.6 (Cs5g01740), *MYR2* (Cs5g26420) and *OBP2* (Cs8g18320), were highly positively correlated with the brown module, which was the largest cluster in these 16 TFs and had a positive correlation with quinic acid (Fig 5). 

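*MYR2* and the brown eigengene had r = 0.9826 (exact permutation p = 0.0042), and r = 0.946 without the 2 farthest samples. For Dof 4.6, r was 0.9583 (exact permutation p = 0.0222), for *ET2* 0.9429 (exact permutation p = 0.0208) and for *OBP2* 0.9115 (exact permutation p = 0.0556). Without the 2 farthest samples these were 0.8872, 0.8537 and 0.8247. The rho of *MYR2* and *ET2* was 0.9429 (exact permutation p = 0.0167), that of Dof 4.6 0.8286 (exact permutation p = 0.0583) and that of *OBP2* 0.7143 (exact permutation p = 0.1361). The adjusted permutation p of r over the 16 pairs was 0.0133 for *MYR2*, 0.0323 for Dof 4.6 and *ET2*, and 0.0593 for *OBP2*. The brown module and quinic acid had r = 0.8872 (exact permutation p = 0.0236), rho = 0.9429 (exact permutation p = 0.0167) and r = 0.8447 without the 2 samples farthest in quinic acid, with an adjusted permutation p of 0.3375 over 162 relations. *ET2* itself had r = 0.9743 with quinic acid (exact permutation p = 0.0014, the smallest possible). Across the 16 TFs, 13 had an exact permutation p of r below 0.05 with their module. All TFs but *MYB77* and *MYB62* were paired with the module to which they had been assigned from the same 6 samples. *MYB77* and *MYB62* were paired with gray60, the module with their highest r in those samples. A high r was thus partly built in, and these p-values are not an independent test. With Spearman's rho the number was 11, and 10 of the 16 TFs kept an absolute r of at least 0.8 without the 2 farthest samples.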

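The Dof TFs of this module, Dof 4.6 and *OBP2*, were lower in MT at 190 DAF. Dof 4.6 had 142 reads in WT and 65 in MT, a log2 ratio of -1.07 (no replicates), which moved to -0.9975 with TMM normalization and so below the threshold. *OBP2* had 41 and 9 reads, a log2 ratio of -2.13, and -1.46 with a pseudocount of 1 RPKM. Their r with quinic acid was 0.8947 (exact permutation p = 0.0236) and 0.8488 (exact permutation p = 0.0417), and their rho 0.9429 (exact permutation p = 0.0167) and 0.7714 (exact permutation p = 0.1028). Without the 2 samples farthest in quinic acid r was 0.9751 and 0.9742, and over 96 TF-trait pairs the adjusted permutation p was 0.1619 and 0.1905.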

Two Dof family TFs were in the brown module (Table 2 and Fig 5).

**Table 2:** Differential expression transcription factors (TFs) during fruit ripening of WT, MT and between MT and WT. 170, 190 and 210 indicate 170, 190 and 210 DAF, respectively. RPKM, reads per kb per million reads. E-value was calculated by BLAST.

Gene ID	Gene Name	Family	moduleColor	MT(RPKM)			WT(RPKM)			*A*. *thaliana* ortholog gene	E value
				170	190	210	170	190	210		
Cs1g06760	*RD26*	NAC	yellow	41.70	100.33	290.49	97.95	130.30	301.33	AT4G27410.2	1.00E-136
Cs2g02790	*WRKY42*	WRKY	yellow	3.05	9.34	26.03	6.56	11.66	25.68	AT4G04450.1	1.00E-166
Cs3g23950	*MYB77*	MYB	yellow	13.82	14.06	0.81	13.23	3.34	-	AT3G50060.1	5.00E-58
Cs1g23790	*HAM4*	GRAS	turquoise	9.43	2.54	1.95	8.70	6.11	0.82	AT4G36710.1	1.00E-162
Cs5g26470	*GATA7*	GATA	turquoise	33.37	7.76	2.76	14.32	3.73	1.34	AT4G36240.1	4.00E-36
Cs7g01850	*NTT*	C2H2	turquoise	25.55	10.73	4.68	17.24	5.25	2.77	AT3G57670.1	1.00E-125
Cs7g03670	*CDF2*	Dof	red	12.55	6.24	7.28	5.94	8.32	3.69	AT5G39660.2	1.00E-95
Cs2g27940	*MYB21*	MYB_related	red	-	1.02	7.00	0.07	7.32	31.64	AT3G27810.1	9.00E-55
Cs3g19420	*DREB26*	ERF	midnightblue	43.47	40.92	8.62	20.97	21.59	3.06	AT1G21910.1	4.00E-49
Cs2g12700	*MYB62*	MYB	green	0.80	4.80	-	4.25	3.69	-	AT1G68320.1	4.00E-97
Cs4g13650	*ET2*	HRT-like	brown	15.29	4.39	1.64	12.92	10.37	2.56	AT5G56780.1	1.00E-93
Cs5g01740	*Dof 4*.*6*	Dof	brown	12.95	6.02	2.66	13.67	12.64	4.72	AT4G24060.1	7.00E-73
Cs5g26420	*MYR2*	G2-like	brown	4.56	1.56	-	4.41	5.61	0.42	AT3G04030.3	1.00E-165
Cs8g18320	*OBP2*	Dof	brown	4.41	1.07	-	5.50	4.71	1.31	AT1G07640.2	3.00E-63
Cs8g04300	*LBD38*	LBD	blue	5.88	0.96	2.40	14.86	3.04	1.79	AT3G49940.1	7.00E-66
Cs7g26710	*LBD41*	LBD	blue	8.10	2.67	0.68	36.38	2.73	2.17	AT3G02550.1	1.00E-79

**Fig 5:**
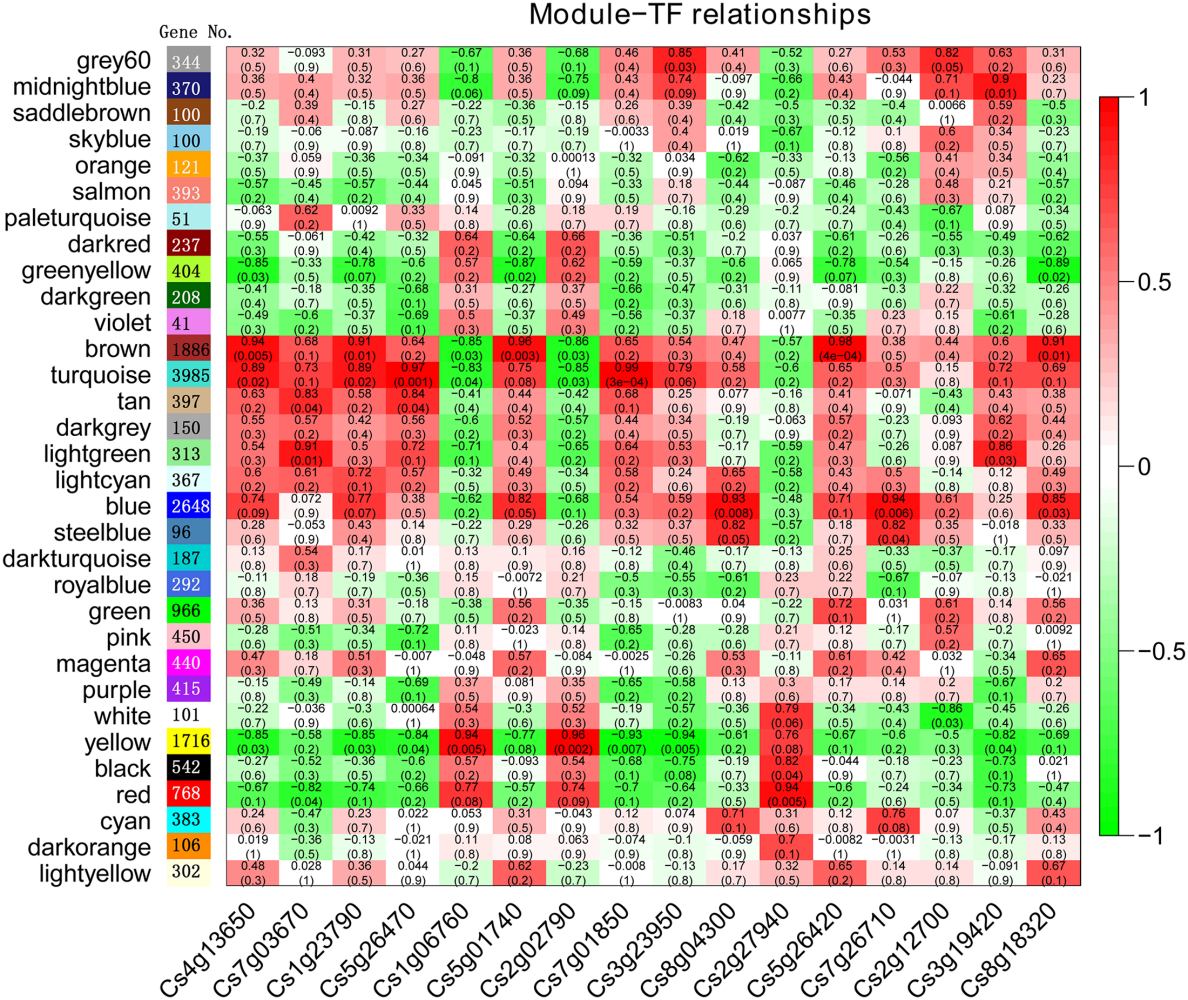
Module-TF association. Each row corresponds to a module. The number of genes in each module is indicated on the left. Each column corresponds to a TF. The color of each cell at the row-column intersection indicates the correlation coefficient between the module and the TF, and the numbers in each cell indicate correlation coefficient R and P value, respectively.

In addition, to identify TFs with high GS (Gene Significance GS is the correlation between the gene and the trait) and MM (module membership MM is the correlation of the module eigengene and the gene expression profile), we performed intramodular analysis via WGCNA. A correlation coefficient (the absolute value) of more than 0.8 and P < 0.05 was used as cutoff for identifying the significance between physiological traits and modules (Fig 4B). |GS|≥ 0.8 with P < 0.05, |MM| ≥ 0.8 and P < 0.05 were used as cut-off criteria for identifying genes with high GS and MM, which were listed in S10 Table. 

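The 156 TF-trait pairs of S10 Table, with 98 different TFs, were recomputed from the RPKM values and the recovered trait profiles. All 156 had an absolute r of at least 0.8, from 0.813 to 0.9824 with a median of 0.8702, and 75 were positive and 81 negative. The GS values of S10 Table differed from these r by at most 1.55e-04. An exact permutation p below 0.05 was found for 143 pairs, and an absolute rho of at least 0.8 for 119. The choice of samples mattered most: without the 2 samples farthest from the median of the trait, a setting added after seeing the data, 55 pairs kept an absolute r of at least 0.8. By trait, these were 0 of 4 pairs for ABA, 4 of 16 for sucrose, 9 of 38 for fructose, 18 of 31 for quinic acid, 9 of 49 for citric acid and 15 of 18 for malic acid. The TFs paired with ABA were *MYB62* with r = 0.827 (exact permutation p = 0.0194), Cs6g15200 of the bZIP family with 0.8441 (exact permutation p = 0.0194), Cs7g06120 of the ERF family with 0.8514 (exact permutation p = 0.0556) and Cs8g17920 of the MYB family with 0.8546 (exact permutation p = 0.0208). Their rho values were 0.9856, 0.9429, 0.8286 and 0.9429 in the same order, and without the 2 farthest samples r was 0.451, 0.5595, 0.4665 and 0.7046. All 31 pairs with quinic acid were negative, as were 15 of 49 with citric acid and 10 of 18 with malic acid. The pairs were selected by their r in S10 Table, so their p-values do not carry the number of TFs that were searched.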

As shown in S10 Table, 4 TFs had a high positive correlation with ABA including two MYB TFs, one ERF TF and one ZIP TF; 16 TFs were correlated with sucrose; 38 TFs were correlated with fructose (because the expression pattern of fructose was almost the same as that of glucose, these 38 TFs were also correlated with glucose); 31 TFs were correlated with quinic acid; 49 TFs were correlated with citric acid and 18 TFs were correlated with malic acid.

### Expression analysis of the candidate TFs

In the present study, TFs were identified from the RNA-seq data of MT and WT at three ripening stages; therefore, we selected candidate TFs to perform expression analysis at five different ripening stages to validate the expression of TFs. Fruits harvested at 150, 170, 190, 210, and 240 DAF were selected. As expected, these 16 TFs were all differentially expressed between MT and WT. There were six TFs with up-regulated expression in WT (Fig 6A) and five TFs with up-regulated expression in MT (Fig 6B) and five TFs up/down-regulated in MT/WT (Fig 6C). For the differential ABA accumulation in WT and MT during ripening and the maturation time also delayed in MT [24], the analysis of ripening-related TFs revealed differential regulation between both cultivars.

**Fig 6:**
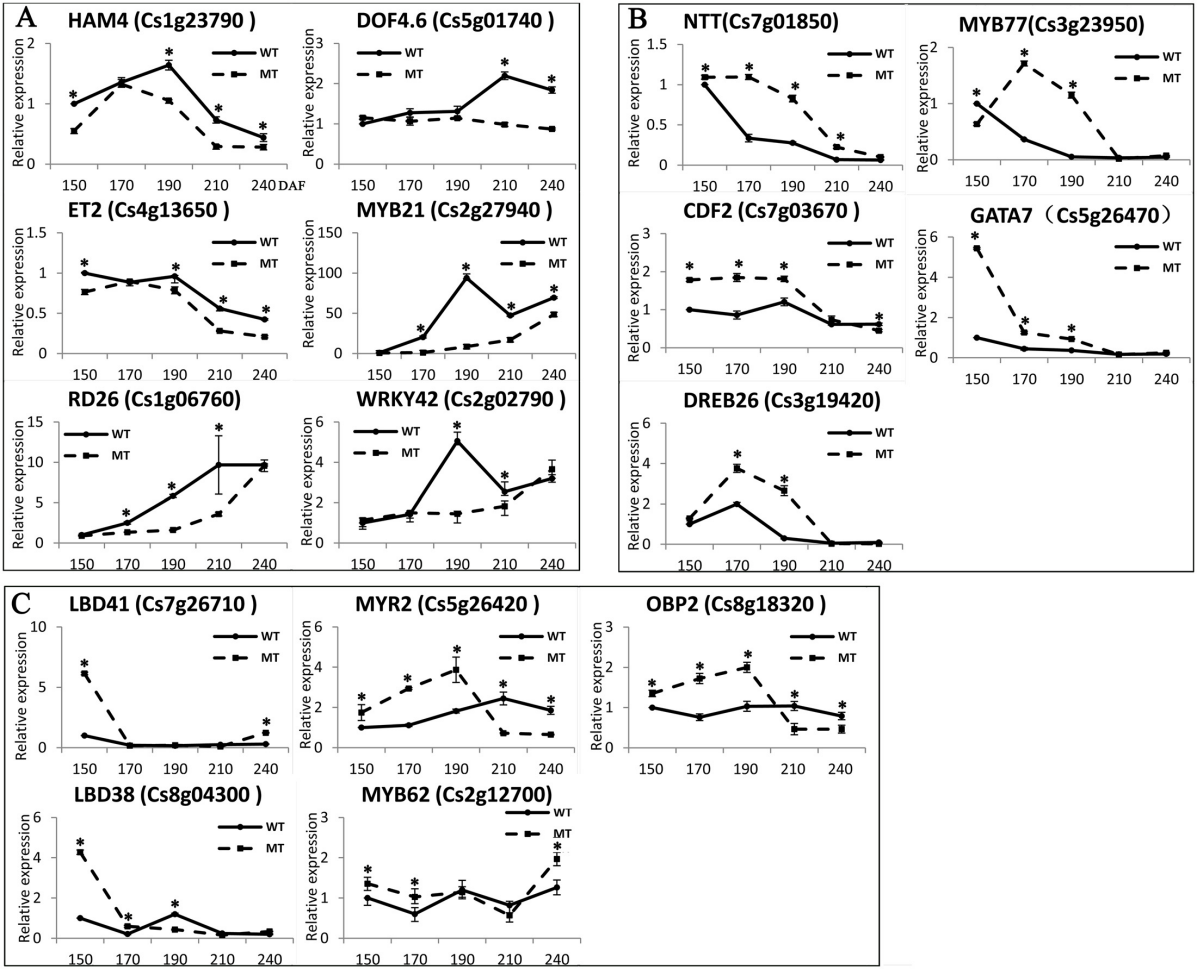
Expression analysis of TFs at five citrus fruit ripening stages. A, B and C indicate three expression patterns between MT and WT. 150, 170, 190, 210 and 240 indicate 150, 170, 190, 210 and 240 DAF, respectively. A single asterisk (*) represents a statistically significant difference (P < 0.05). Analyzed using Student's t-test.

## Discussion

Fruit ripening is a genetically programmed, highly coordinated, and irreversible phenomenon in which the physiology, biochemistry, and structure of the organ are developmentally altered to influence appearance, texture, flavor, and aroma [39]. Although the ripening phenomena varies among species, changes typically include color modification through the alteration of chlorophyll, carotenoid, and/or flavonoid accumulation; the modification of sugars, acids, and volatile profiles that affect nutritional quality, flavor, and aroma; and the modification of textural via alterations of cell wall structure and/or metabolism [3]. Transcription factors are a group of proteins that control cellular processes by regulating the expression of downstream target genes. TFs have been characterized as pivotal regulators in the ripening of different fresh fruits [4, 11, 40, 41]. In the present study, a total of 159 TFs were identified and assigned to different families. 

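The union of the 3 sets re-derived from the read numbers was 160 TFs. Of these, 145 changed during ripening in WT or MT, and 15 were in the MT vs WT set only. In the re-derived sets, 16 TFs were found in WT alone and 40 in MT alone.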

Some TFs might be significant regulators during citrus fruit ripening. The systems approach in data mining via WGCNA was particularly fruitful in identifying physiological traits, associated modules and genes for future functional studies. The hierarchical clustering analyses performed on the differentially expressed TFs between MT and WT was powerful in identifying different expression pattern TFs.

### Identification of candidate TFs involved in the formation of late-ripening trait

MT is a late-ripening mutant of WT. In the present study, 52 differentially expressed TFs between MT and WT were identified. The ERF family contained the greatest number of TFs in the DEG cluster MT vs WT (Fig 1D), indicating that the TFs of the ERF family might be key regulators for the formation of late-ripening trait of MT. 

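The 7 ERF TFs of this set were a share of a family of 58, and Fisher's exact p against the other TFs was 0.0363, with an adjusted p of 0.1453 over 8 families. For Dof, with 6 of 22 TFs, the adjusted p was 0.0067 by Fisher's exact test. At 170 DAF *ERF4* (log2 ratio 2.22) and *DREB26* (1.05) were higher in MT, and *ERF1* (-2.47) was lower (no replicates). With a BCV of 0.2 in edgeR's exact test, 2 of the 52 TFs passed the thresholds, and with the fitted BCV of 0.1123 18 did, 4 of them ERF TFs and 1 a Dof TF. The paper reasons from the number of ERF TFs that this family might regulate the late-ripening trait.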

The result of the GO terms and KEGG pathway enrichment analysis revealed several TFs involved in phytohormone related biological processes (S9 Table). Particularly, the TFs related to ethylene might play much more important roles. Combining the cluster analysis of gene expression, some candidate TFs, such as *MYB16* (Cs6g21530), *MYB21/77* (Cs2g27940/ Cs3g23950), *OBP2* (Cs8g18320) and *ERF4* (Cs1g07950) were screened (Table 1 and Fig 3). *MYB16* (Cs6g21530), *MYB21* (Cs2g27940) and *ERF4* (Cs1g07950) were assigned to different hormone response processes indicating that these TFs might play a wide range of regulatory roles during citrus fruit ripening (S9 Table). *ERF1* (Cs5g29870), *ARF1* (Cs5g32400) and *TGA9* (Cs8g15030) were assigned to ethylene, auxin and salicylic acid signal transduction pathways, respectively. Therefore, these TFs might be important regulators for the formation of late-ripening trait.

### Identification of candidate TFs involved in citrus fruit ripening

In this study, a total of 144 TFs, which were differentially expressed during citrus fruit ripening, were identified (S5 Table). According to the analysis of TF family distribution, the TFs of bHLH, C2H2, Dof, ERF and MYB families might play significant roles during citrus fruit ripening, particularly those of C2H2 and Dof families, which were among the top three families identified in both WT and MT. 

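In the re-derived sets, C2H2 had 10 TFs in WT and 10 in MT, and Dof 8 and 9. Relative to the family size, Dof had odds ratios of 5.56 in WT and 5.00 in MT, with adjusted p-values of 0.0085 and 0.0132 by Fisher's exact test. The C2H2 family, with 56 members, had an adjusted p of 0.1457 in WT, and its Fisher's exact p in MT was 0.2996. LBD, with 7 and 8 of 20 TFs, had odds ratios of 5.18 and 4.77 (Fisher's exact p = 0.002 and 0.0019). With a BCV of 0.4 there were no TFs left in either set (0 families). With the fitted BCV of 0.1123, the adjusted p of Dof was 0.0389 in WT and 0.4764 in MT by Fisher's exact test, and with TMM normalization 0.0203 and 0.0625. From their numbers of TFs the paper proposes that these families might have significant roles in ripening.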

To gain a better understanding of TF roles in fruit ripening, GO-based term classification and KEGG-based pathway enrichment were performed. In the present study, some important biological processes were identified, such as ‘response to gibberellin’, ‘response to salicylic acid’ and ‘response to ethylene’ (S6 and S7 Tables). The *GAI* (Cs2g16940), a TF of GRAS family, was enriched in ‘response to gibberellin’, ‘response to salicylic acid’ and ‘response to ethylene’ and this TF was also enriched in gibberellin signal transduction pathway.

During the citrus ripening process, the ABA signal pathway may act as a central regulator, functioning in combination with other hormones, including ethylene and jasmonic acid (JA) [24, 42]. ABA is an important phytohormone involved in fruit ripening and abiotic stress [43]. In recent years, considerable progress has been made in the understanding of ABA signal transduction pathways in fruits. However, only a few TFs have been identified as important for fruit ripening, associated with the ABA response, such as *VvABF2* [4], *MYB10* [6], *MYB30* [44] and *PacMYBA* [5]. 

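*ABR1* rose in both genotypes, in WT from 19 to 37 and 106 reads and in MT from 8 to 38 and 92 reads at 170, 190 and 210 DAF. Its log2 ratio between 190 and 210 DAF was 1.58 in WT (95% confidence interval 1.02 to 2.16, FDR = 2.94e-08 by the exact Poisson test, no replicates) and 1.31 in MT (exact-test FDR = 1.65e-05). *DREB26* changed little between 170 and 190 DAF and then fell, from 147 to 20 reads in WT (log2 ratio -2.82) and from 268 to 55 in MT (log2 ratio -2.25). *MYB61* fell in WT from 109 to 43 reads between 170 and 190 DAF, a log2 ratio of -1.31, and had 16 reads at both stages in MT. *MYB62* had 28 reads in WT at 190 DAF and 35 in MT, and 0 in both at 210 DAF. Between 170 and 190 DAF in MT, *MYB62* rose from 6 to 35 reads, a log2 ratio of 2.59. The ratios of *MYB62* from 190 to 210 DAF, -11.85 in WT and -12.23 in MT, were -2.23 and -2.54 with a pseudocount of 1 RPKM, the largest shift among these TFs. From these changes the paper names the TFs as differentially expressed during ripening.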

In the present study, several TFs, including *ABR1* (Cs3g21660), *RD26* (Cs1g06760), *DREB26* (Cs3g19420), *MYB77* (Cs3g23950), *MYB61* (Cs6g01750), *MYB62* (Cs2g12700), were implicated as having differential expression during citrus fruit ripening (Table 1 and S5 Table). *MYB77* and *MYB62* exhibited high correlation with the gray60 module, which was highly correlated with ABA (Figs 4 and 5). In previous studies, these TFs were shown to respond to an ABA signal involved in abiotic stress [45], lateral root growth [46] and stomatal aperture [47]. *RD26* is an activator of ABA signal transduction, and *Arabidopsis* transgenic plants overexpressing *RD26* were highly sensitive to ABA, and RD26-repressed plants were insensitive [45]. 

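*RD26* had 1126, 1465 and 3257 reads in WT at 170, 190 and 210 DAF, or RPKM of 98.0, 130.3 and 301.3 (no replicates). Its log2 ratio was 0.41 between 170 and 190 DAF (95% confidence interval 0.30 to 0.52), below the cutoff, and 1.21 between 190 and 210 DAF (95% confidence interval 1.12 to 1.30, FDR = 1.82e-166 by the exact Poisson test). In MT the reads were 464, 1085 and 3062, with log2 ratios of 1.27 and 1.53, both past the thresholds. *RD26* was lower in MT at 170 DAF, with a log2 ratio of -1.23, and the ratio was -0.38 at 190 DAF and -0.05 at 210 DAF. TMM normalization gave the largest shift, to 1.33 for the later interval in WT.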

In the present study, *RD26* was up-regulated in WT during the entire ripening stage. *DREB26* can largely influence plant development, for which overexpression in *Arabidopsis* resulted in deformed plants [48]. *MYB77* could directly interact with ABA receptor *PYL8* and activate auxin signal transduction involved in lateral root growth [46]; in the present study, it was up-regulated in MT and showed a differential expression pattern in MT and WT (Fig 6). However, the functions of these TFs in the fruit ripening are unknown; therefore, these TFs may also have a similar function in response to ABA, which are valuable for further study in fresh fruit. In climacteric fruit, ERF family TFs have been implicated in hormone biosynthesis, fruit ripening and carotenoid synthesis in several fruits, such as the tomato [10, 11, 49], apple [50, 51], kiwifruit [40] and longan [52]. However, the actual functions of fruit AP2/ERF genes are still poorly understood, and furthermore, the role for these genes in nonclimacteric fruit remains unclear. In the present study, ERF family TFs were the largest cluster genes in MT vs WT (Fig 1D), suggestingthat ERF TFs may play an important role in the formation of later-ripening traits in MT and other ripening related processes. JA is another important phytohormone involved in anthocyanin accumulation [53]. Anthocyanins as one of the flavonoids are biosynthesized through the flavonoid pathway. The members of MYB-bHLH-WD40/WDR (MBW), an important regulatory mechanism for modulating anthocyanin accumulation, bHLH and MYB, have been extensively studied [17, 54, 55]. In the present study, several bHLH and MYB TFs have been identified during fruit ripening, particularly in MT. A total of 14 bHLH TFs were identified (Fig 1). Although citrus fruit do not accumulate anthocyanin, these TFs may interact with the JA signal pathway involved in the biosynthesis of flavonoids or other processes. In the present study, *MYB21* was up-regulated in WT more than 10-fold compared with MT at 190 DAF (Fig 6), which interacted with jasmonate involved in stamen filament growth in *Arabidopsis* [56]. Thus, this gene may also have other functions in citrus fruit ripening interacting with JA. 

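*MYB21* had 1, 97 and 403 reads in WT at 170, 190 and 210 DAF, and 0, 13 and 87 in MT (no replicates). Its RPKM of 31.6 in WT at 210 DAF was far above the other samples, of which the highest was 7.32. With the red module r was 0.9445 (exact permutation p = 0.0194) and rho 0.8286 (exact permutation p = 0.0583). Leaving out the 2 samples farthest from the median of the eigengene lowered r to 0.1449. With the first principal component of the red TFs in place of the eigengene, r was 0.931, and 0.694 without the 2 farthest samples. The red module and fructose had r = 0.9177 (exact permutation p = 0.0222), which became -0.2978 without the 2 samples farthest in fructose. *MYB21* and fructose had r = 0.8901 (exact permutation p = 0.0069), and r = 0.8413 without those samples. After adjustment, the permutation p was 0.0323 over the 16 TF-module pairs for *MYB21* and red, and 0.1333 over the 96 TF-trait pairs for *MYB21* and fructose. The paper connects *MYB21* with sugars through the red module.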

In addition, *MYB21* was highly correlated with the red module, which was highly correlated with glucose and fructose (Figs 3 and 4); therefore, *MYB21* may be involved in sugar metabolism during fruit ripening. The LBD family TFs act as repressors of anthocyanin synthesis and affect additional nitrogen responses, which also regulate sectors of flavonoid biosynthesis [57].

Carbon and nitrogen metabolism, chloroplast development and the light response pathway are important for plant development and ripening. Previous studies have shown that Dof, C2H2 and GATA family TFs play pivotal roles in these metabolic pathways [19, 58–61]. Transgenic sweet potato plants overexpressing *SRF1* (a Dof TF) significantly increased the content of storage root dry matter and starch, while the glucose and fructose content drastically decreased, and the enzymes involved in sugar metabolism, and soluble acid invertase showed decreased activity in transgenic plants [58]. In wheat, the expression of *TaDof1* was influenced by the levels of nitrogen [62]. Themutation of *GNC* (GATA21) reduces chlorophyll levels and produces defects in the regulation of genes involved in sugar metabolism [63]. Plants must respond to several environmental cues, one of the most important being light. Ward et al. [20] reported that Dof TF *OBP3* was regulated by light in *Arabidopsis* thaliana and suggested a model where *OBP3* is a component in both phyB and cry1 signaling pathways, acting as positive and negative regulators, respectively. The Dof transcription factor can also respond to photoperiod regulation activating flowering. AtCDFs (CYCLING DOF FACTOR) are a group of commonly studied Dof TFs in response to the photoperiod, such as *AtCDF1* [64], *AtCDF2* [65]. C2H2 TFs function as part of a large regulatory network that senses and responds to different environmental stimuli [14]. Transgenic *Arabidopsis* plants that constitutively express *Zat12* (comprising two C2H2-type zinc finger domains) are more tolerant to high light and osmotic and oxidative stresses, and *Zat12* antisense and knockout plants are more sensitive to light, osmotic stress and salinity [66, 67]. In the present study, numerous C2H2 and Dof family TFs and several GATA family TFs were identified during citrus fruit ripening (Fig 1). 

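Among the pairs of S10 Table, 5 C2H2 TFs were paired with citric acid, all positively, with r between 0.8186 and 0.9405. For Dof, 5 TFs were paired with citric acid, 3 positively and 2 negatively. With quinic acid, 2 C2H2 TFs had r = -0.9138 and r = -0.8649, and 1 Dof TF had r = -0.8227. With fructose, whose profile the paper describes as nearly that of glucose, 3 C2H2 TFs (1 positive and 2 negative) and 2 Dof TFs (1 positive and 1 negative) were paired. Over the whole of S10 Table, 55 of 156 pairs kept an absolute r of at least 0.8 without the 2 farthest samples.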

Some C2H2 and Dof TFs were highly correlated with glucose, quinic acid and citric acid (S10 Table). Some TFs related to light responses, such as *GATA7* [59] and *MYR2* [68], showed differential expressed between MT and WT (Fig 6). However, the functions of these TFs in fruit development and ripening are not clear; thus, these TFs may play roles in the regulation of sugar and acid metabolism and fruit coloration responding to light.

The degradation of organic acids for fruit ripening is also important. Organic acids and soluble sugars contribute highly to the flavor and overall quality of citrus fruit. Organic acids play an essential role in energy generation, response to nutritional shortage [69] and metal ion stress [70]. Many of the structural genes involved in the metabolism have been isolated from various fruits [71–73]. In the present study, many TFs correlated with citric acid, quinic acid and malic acid during navel orange fruit ripening have been identified (S10 Table). Hence, TFs may play a significant role during the degradation of organic acids. 

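*TGA9* and citric acid had r = -0.8968 (exact permutation p = 0.0292, adjusted permutation p = 0.0425 over the 156 pairs) and rho = -0.8286 (exact permutation p = 0.0583). The r was -0.0869 without the 2 samples farthest from the median of citric acid, so its size depends on them. Leaving them out also narrows the range of citric acid. *ARF8* and citric acid had r = 0.8497 (exact permutation p = 0.0264, adjusted permutation p = 0.0425) and rho = 0.7143 (exact permutation p = 0.1361), with r = 0.3898 without the 2 farthest samples. The 156 pairs had been selected by their r, so these adjusted p-values do not carry the number of TFs that were searched. *TGA9* was low in MT at 170 DAF, with 13 reads against between 35 and 54 in the other 5 samples. The reads of *ARF8* fell from 807 to 354 and 246 in MT and from 670 to 418 and 246 in WT (no replicates). From the pathways of these TFs the paper proposes a role of plant hormones in organic acid metabolism.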

In addition, some of the TFs correlated with organic acids were assigned to the plant hormone signal transduction pathway, such as Cs8g15030 (TGA9) and Cs6g16030 (ARF8); therefore, plant hormones may play an important role in the metabolism of organic acids.

In conclusion, in this study, we have identified numerous important TFs involved in citrus fruit ripening on the platform of the later-ripening bud mutant "Fengwan" navel orange and its wild-type "Fengjie" navel orange. 

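In the 3 re-derived sets, the families with an adjusted p below 0.05 by Fisher's exact test were Dof in MT vs WT, and Dof and LBD in WT and in MT. The adjustment covered only the families with at least 3 TFs in the set, not all families. Dof held 8, 9 and 6 TFs in the WT, MT and MT vs WT sets, and LBD 7, 8 and 3. C2H2 held 10, 10 and 5 TFs and ERF 9, 7 and 7, without an adjusted p below 0.05 in any of these sets by Fisher's exact test. Other settings changed which family passed in MT vs WT. With TMM normalization the adjusted p was 0.0649 for Dof and for ERF by Fisher's exact test. With a pseudocount of 1 RPKM it was 0.1049 for Dof and 0.0351 for ERF. The bHLH family held 6, 14 and 4 TFs.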

The identified TFs belong to different families and are primarily assigned to the C2H2, Dof, bHLH, ERF, NAC, MYB and LBD families. Recently, several TFs have been studied in perennial fruit; herein, we determined a large cluster of TFs related to fruit ripening to provide information for the screening of TFs for further functional analysis.

## Supporting Information

S1 Fig The family distribution of transcription factors identified in all samples (A), MT (B) and WT (C). (TIF) Click here for additional data file.

S2 Fig Biological process (A) and molecular function (B) enrichment analysis of the TFs differentially expressed between MT and WT during fruit ripening. Bubble color indicates the p-value; plot size indicates the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger).
(TIF) Click here for additional data file.

S3 Fig Multidimensional scaling plot of dissimilarities between genes, based on topological overlap. (TIF) Click here for additional data file.

S4 Fig The eigengenes expression of 32 modules clustered via WGCNA. (TIF) Click here for additional data file.

S5 Fig The module assignment of TFs of WT (A), MT (B), MT vs WT (C) and the TFs included in these three clusters (D). The number of TFs in each module is indicated at the right.
(TIF) Click here for additional data file.

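S1 Table gives, for each pair of samples compared, the reads of each gene, the log2 ratio, the p-value of the Poisson test and the FDR. Its copy analysed here is cut short, and 1998 rows of MT at 190 against 170 DAF, 1999 of MT at 210 against 190 DAF and 1905 of MT against WT at 170 DAF were compared with the files. The read numbers were the same in every row, the log10 p-values of the exact test differed by at most 2.13e-06, and the same genes passed the thresholds (0 calls differed).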

S1 Table The values of fold-change with their respective p-values and FDR values for all genes. (XLS) Click here for additional data file.

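S2 Table pairs the RPKM of each gene with its GS for each trait and its MM for each module. GS and MM are Pearson correlations over the 6 samples, and a p-value from so few samples depends on the shape assumed for their distribution, which is why all 720 orders were used for the p-values given beside the claims. Between 98 and 833 genes per module and 676 genes for the traits were used to recover the eigengenes and trait profiles.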

S2 Table The total genes used for WGCNA analysis. WT1, WT2 and WT3 indicate 170, 190 and 210 DAF of WT, respectively; MT1, MT2 and MT3 indicate 170, 190 and 210 DAF of MT, respectively. RPKM, reads per kb per million reads; GS, gene significance; p.GS, p value of GS; MM.module and p.MM.module indicate the correlation coefficient and P value, respectively.
(XLSX) Click here for additional data file.

S3 Table Primer sequences for real-time PCR. (XLSX) Click here for additional data file.

S4 Table Identified transcription factors in WT and MT. 

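The RPKM of the TFs in S4 Table differed from those in the files by at most 0.005, the rounding of the table. A TF with an RPKM of 0 in a sample had no read there, and 1 read on a gene of median length corresponds to an RPKM between 0.065 and 0.071.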

(XLSX) Click here for additional data file.

S5 Table Identified differential expressed transcription factors of WT, MT and MT vs WT. 

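The MT vs WT list of S5 Table and the re-derived set shared all 52 TFs, and the MT lists shared all 120. For WT, the 92 TFs of S5 Table were all in the re-derived set of 93.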

WT1, WT2 and WT3 indicate 170, 190 and 210 DAF of WT, respectively; MT1, MT2 and MT3 indicate 170, 190 and 210 DAF of MT, respectively. RPKM, reads per kb per million reads; MM.module and p.MM.module indicate the correlation coefficient and P value, respectively. MT vs WT indicate the TF cluster, which is differentially expressed between MT and WT.
(XLSX) Click here for additional data file.

S6 Table Gene ontology enrichment analysis (p-value < 0.01) of the TFs differentially expressed during fruit ripening in both MT and WT. (XLSX) Click here for additional data file.

S7 Table Enriched (p-value < 0.01) GO term gene list differentially expressed during fruit ripening in both MT and WT relative to hormones. (XLSX) Click here for additional data file.

S8 Table Gene ontology enrichment analysis (p-value < 0.01) of the TFs differentially expressed between MT and WT during fruit ripening. (XLSX) Click here for additional data file.

S9 Table Enriched (p-value < 0.01) GO term gene list differentially expressed between MT and WT during fruit ripening relative to hormones. (XLSX) Click here for additional data file.

S10 Table Identified TFs with high GS and MM associated with physiological traits. 

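S10 Table joins 2 cutoffs, an absolute GS and an absolute MM of at least 0.8, for TFs in modules that are related to the trait. Without the second cutoff, the number of the 934 TFs with an absolute r of at least 0.8 was 34 for ABA, 214 for citric acid, 167 for fructose, 119 for malic acid, 356 for quinic acid and 105 for sucrose. Over all 720 orders of the 6 trait values, the median number of TFs was 29 for ABA and for quinic acid, 36 for citric acid, 30.5 for fructose, 28 for malic acid and 32 for sucrose. The share of orders with at least as many TFs as the real order was 0.4472 for ABA, 0.0208 for citric acid and 0.0028 for quinic acid. It was 0.0528 for fructose, 0.1097 for malic acid and 0.1208 for sucrose.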

GS, gene significance; p.GS, p value of GS; MM, module membership; p.MM, p value of MM.
(XLS) Click here for additional data file.

## Abbreviations

DAF: Days after flowering
MT vs WT: A cluster of genes differentially expressed between MT and WT
qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
TF: Transcription factor
WGCNA: An R package for weighted correlation network analysis

How the deposited data were processed for this re-analysis (not part of the article)

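RNA-seq was done on pooled fruit pulp of the late-ripening mutant (MT) and of the wild type (WT), each at 170, 190 and 210 DAF. Every one of the 6 conditions had 1 library, which the authors made from combined pulp slices of several fruits, so there were no replicates. The authors sequenced mRNA enriched with oligo(dT) and deposited, for each library, a table of the genes with at least 1 read. Each table holds the count of reads that mapped to the gene alone, without normalization, as the authors counted them. It also holds the RPKM, for which the authors divided the count by the gene length in kb and by the total of such reads in the library. A further column of the deposited tables is the percent of the gene's length covered by reads, which was read to check the tables and gave no result. The aligner, its settings and the genome build behind the counts were not found in the paper or its supplementary tables. Genes are given by the identifiers of the tables, with names from the tables of the paper or from the annotation column of the deposited tables, and no coordinates are given because no genome was used here.

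The libraries held 4930237, 4791309 and 4670199 reads on genes in MT and 5093325, 4981626 and 4789013 in WT at 170, 190 and 210 DAF. The RPKM computed again from counts, lengths and totals were the same as those in the tables. Confidence intervals of log2 ratios are exact 95% intervals (Clopper-Pearson) of the share of a gene's reads that came from 1 of the 2 samples, and cover sampling noise alone. The smallest expression the depth can show was taken as 3 reads.

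Each pair of libraries was compared with the test described by the authors, the exact conditional test of 2 Poisson counts given the library totals, and p-values were adjusted by the Benjamini-Hochberg method over genes with a read in either library. Genes with an FDR of at most 0.001 and an absolute log2 ratio of at least 1 were called DEGs, with an RPKM of 0 set to 0.001. The MT vs WT set is the union of the 3 stages, and the ripening sets of WT and MT are each the union of 170 against 190 DAF and 190 against 210 DAF. TFs are those of S4 Table, since TF prediction needs protein sequences that were not in the files analysed here. Families were compared by Fisher's exact test with Benjamini-Hochberg adjustment over families with at least 3 TFs in the set, and by 10000 draws of TFs matched for read numbers.

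Module eigengenes and trait profiles were recovered by least squares from the module membership and gene significance values of the supplementary tables. For the traits, genes of S10 Table were left out of the recovery. Correlations are Pearson's r and Spearman's rho over the 6 samples, each with an exact permutation p over all 720 orders. Each r was computed again without the 2 samples farthest from the median of the eigengene or trait. Of the 16 TFs of Table 2, 12 were paired with the module the text names for them, and 4 (*CDF2*, *DREB26*, *LBD38* and *LBD41*), for which the text names none, with a module taken from Table 2. Recovery was not possible for 5 modules, whose membership values were not in the part of the tables analysed here.

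A fit of MT against WT across the 3 stages, with stage as a covariate, was made with edgeR's quasi-likelihood test on TMM-normalized counts after its filter on low counts, with an adjusted p below 0.05 as the cutoff. Stages are not replicates, and differences between genotypes that vary with stage enter its residual. Its results are given after the article only.

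The samples, the tests, the rule for the genes named and a list of alternatives were set before the deposited tables were opened, and alternatives added later are marked as such. By that rule the text names every gene the paper names, the 3 genes with the largest log2 ratio in each direction among the DEGs of each set with at least 50 reads in both samples, and the 5 genes with the smallest p-value in the fit across stages that change in the same direction at all 3 stages. The alternatives were edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.2 or 0.4, TMM normalization, DESeq2's size factors, a pseudocount of 1 RPKM, at least 10 reads in 1 of the samples compared, libraries thinned to the smallest total, an FDR of 0.05, an absolute log2 ratio of at least 2, and 170 against 210 DAF added to the ripening sets. The exact test with the BCV of the fit across stages, 0.1123, and Fisher's tests on the TF sets of the other settings were added after seeing the data. For correlations they were Spearman's rho, log2(RPKM + 1), the first principal component of a module's TFs in place of its eigengene, and fewer samples. For the fit across stages they were DESeq2, limma on log2(RPKM + 1), other filters and size factors, no stage covariate, and each stage left out in turn.

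The scripts were tested on simulated data. With 200 genes changed 4-fold and sampling noise alone, the exact test called 184 genes, all of them changed ones, with a median error of 0.1079 in the log2 ratio. With no gene changed it called 0 genes under sampling noise alone, 304 with a BCV of 0.2 and 3047 with a BCV of 0.4. The edgeR fit across stages called 213 genes of which 195 were among the 200 changed. Of simulated unrelated pairs of profiles, 4.45% had an exact permutation p below 0.05.

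Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 were used. The GO and KEGG enrichment, the network construction and the qRT-PCR were not repeated, since their inputs were not in the files analysed here.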

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

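Between MT and WT, 6 genes passed both thresholds in opposite directions at different stages. They were flagged because the direction of the difference depends on the stage; the change of direction itself was not tested, since each condition has 1 sample. Cs6g07830, annotated as BAHD acyltransferase DCR-like, had a log2 ratio of -2.45 at 170 DAF and 1.02 at 210 DAF, with 1654 reads in WT and 294 in MT at 170 DAF and 435 and 861 at 210 DAF. Cs7g31620 (laccase-4-like) went from -2.47 at 170 DAF to 3.70 at 190 DAF and 2.38 at 210 DAF, and Cs2g07240 (terpene synthase 3) from -1.21 to 1.93 and 1.97. Cs6g04560, a peroxidase, had -1.38 and 1.45 at 170 and 190 DAF. Cs4g17240 had 32 reads in MT and 0 in WT at 170 DAF, and 0 in MT and 240 in WT at 190 DAF, and Cs4g17220 had 18 and 0 reads and then 1 and 44. The text of the paper does not name these genes, though S1 Table is said to give the ratios of all genes. Zero or low counts were tested first: with a pseudocount of 1 RPKM, 5 of the 6 genes still passed in both directions, so low counts are a candidate explanation for 1 of them. Variation between single samples was tested next, with a prediction written after the genes had been seen: with a BCV of 0.2, 1 gene was left and with a BCV of 0.4, 0. Simulated pairs with no changed gene, given under the other observations, put the BCV of 0.4 above what most genes show at every stage. They put the BCV of 0.2 above it at 210 DAF only. With the BCV of the fit across stages, 0.1123, a setting added after seeing the data with its prediction written after the genes had been seen, 1 of the 6 genes still passed in both directions. The size of the variation between pools is not measured with 1 sample per condition, so the pattern of the other 5 genes cannot be told apart from it. No biological explanation was tested.

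In data the paper does not analyse, the comparison of 170 with 210 DAF within a genotype, 886 genes of WT and 1152 genes of MT passed both thresholds without passing between consecutive stages. They were flagged as a signal outside the comparisons of S1 Table. In WT 277 of them rose and 609 fell, and 75 were TFs. In MT 388 rose and 764 fell, and 94 were TFs. When such genes were called with TMM normalization, 396 rose and 461 fell in WT, and 466 rose and 610 fell in MT. The size of the excess of falling genes thus depended on the scaling. The TF with the strongest evidence in WT was orange1.1t00580 (MYB_related), which fell from 3988 to 1459 reads, a log2 ratio of -1.36, and in MT from 4691 to 1774 reads (-1.32). In MT, Cs5g26130 (NAC) rose from 3607 to 9238 reads, a log2 ratio of 1.44. Some such genes follow from the cutoff alone, because changes below it in each interval can add up to more than the cutoff over both. Library size or normalization was tested: with TMM normalization 74.1535% of the genes of WT and 74.6528% of those of MT were left, so normalization does not account for most of them. Variation between single samples was tested with a BCV of 0.4, with which 0.6749% of all 1778 genes past the thresholds between 170 and 210 DAF in WT still passed, and 2.9801% of the 2416 in MT. That level is above what the simulated pairs allow for most genes. With the BCV of the fit across stages, 0.1123, a setting added after seeing the data with its prediction written after the genes had been seen, 432 of the 886 genes of WT (48.7585%) and 650 of the 1152 genes of MT (56.4236%) still passed between 170 and 210 DAF. At a BCV of 0.2, 39 and 64 of them did. These numbers show how many calls depend on the assumed variation, and not that variation between pools made the others. No pairs without a changed gene were simulated for 170 against 210 DAF. Without replicates, these genes cannot be told apart from variation between pools. No biological explanation was tested.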

How the results depend on the processing

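Of 343 results, 247 kept their direction and their side of the threshold under every alternative. Among the 14 headline results, 1 did by these rules: the 13 of 16 TFs with an exact permutation p below 0.05 with their module. The alternatives on that criterion gave between 11 and 13, though not the same TFs. With log2(RPKM + 1), *MYB77* no longer passed (exact permutation p = 0.0681) and *CDF2* did (exact permutation p = 0.0417). Without the 2 farthest samples, the TFs with an absolute r of at least 0.8 fell from 16 to 10. The modules were built from the same 6 samples, so a high r of a TF with its own module was partly built in. The replicate block was not run because each condition has 1 sample. In the lists below the values of DEGs come first, then those of TFs.

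With a BCV of 0.2 in edgeR's exact test, 628 DEGs between MT and WT became 26, 1036 DEGs in WT became 127 and 1406 DEGs in MT became 208. The TFs fell from 52 between MT and WT to 2, from 93 in WT to 11, from 120 in MT to 16, from 68 in both to 4 and from 16 in all 3 sets to 0. A BCV of 0.4 left 1, 2 and 3 DEGs and 0 TFs in each of the 5 TF sets. The BCV of the fit across stages, 0.1123, a setting added after seeing the data, left 255, 565 and 831 DEGs, and 18, 59, 78, 38 and 3 TFs in the 5 sets. The Poisson test takes the spread between samples as sampling noise alone, so its FDR falls with read depth however much the fruits vary, while a BCV sets a floor on that spread that no depth removes. An FDR of 0.05 gave 1153, 1736 and 2162 DEGs, 95 TFs between MT and WT and 33 TFs in all 3 sets. An absolute log2 ratio of at least 2 gave 173, 369 and 521 DEGs, and 15, 30, 39, 17 and 3 TFs in the 5 sets. With 170 against 210 DAF added, DEGs rose to 1922 in WT and 2558 in MT, and TFs to 168 in WT, 214 in MT, 134 in both and 26 in all 3 sets. TMM normalization, DESeq2's size factors, the pseudocount of 1 RPKM, the filter on low reads and thinning changed no headline count of DEGs or TFs by more than 1.5 times.

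The families enriched by Fisher's exact test, 1 between MT and WT (Dof) and 2 each in WT and MT (Dof and LBD), were tested again on the TF sets of each setting, which was added after seeing the data. Between MT and WT there were 0 with TMM normalization, and with a BCV of 0.2 or 0.4 no family had enough TFs to be tested. The pseudocount also gave 1 family there, but ERF in place of Dof. The BCV of 0.1123 gave ERF and an absolute log2 ratio of at least 2 gave MYB. Each of these was the only family tested, so Dof was not compared with it. In WT there was 1 with a BCV of 0.2 (ERF), with thinning (Dof) and with an FDR of 0.05 (Dof), and 0 with a BCV of 0.4 and with an absolute log2 ratio of at least 2. In MT there were 0 with a BCV of 0.2, 0.4 or 0.1123, with TMM normalization, with DESeq2's size factors and with an absolute log2 ratio of at least 2, and 1 with the pseudocount (LBD) and with 170 against 210 DAF added (Dof). These tests rest on few TFs: between MT and WT, Dof had 6 TFs, and 4 with TMM normalization. No family was tested in WT or MT with a BCV of 0.4, and ERF was the only one tested in WT with a BCV of 0.2.

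The 156 TF-trait pairs with an absolute r of at least 0.8 fell to 55 without the 2 samples farthest from the median of the trait, an alternative added after seeing the data. It leaves 4 samples and takes out the widest part of the trait.

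The 23 genes of the edgeR fit across stages became 196 with no filter on low counts, 78 with DESeq2's Wald test, 0 with no stage covariate and 0 with limma on log2(RPKM + 1). They ranged from 0 to 729 genes across the 3 fits that each left out 1 stage, and 729 was found without 170 DAF, where MT and WT differ most. Without the stage covariate the change during ripening enters the residual, which can hide a difference between genotypes, and the other fits estimate the spread differently from so few samples.

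Of the other 923 rows, 152 were weaker, 13 stronger and 2 moved, and 3 reversed. The r of the red module with fructose went from 0.9177 to -0.2978 without the 2 farthest samples, also added after seeing the data, since WT at 210 DAF alone has a high eigengene. The log2 ratio of *LBD41* at 190 DAF, -0.0313 from 17 and 16 reads, became 0.0424 with TMM normalization, and both are near 0. The correlation across genes of the difference at 190 DAF with the change in WT, 0.0125, became -0.0572 with a pseudocount of 1 RPKM, another alternative added after seeing the data. For log2 ratios of named TFs, a pseudocount of 1 RPKM made 12 weaker and TMM normalization 9.

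Depth limits the TFs with few reads: 3 reads correspond to an RPKM between 0.196 and 0.214 at the median gene length, and all ratios beyond 6 among the 52 TFs had 0 reads in 1 sample.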

Differences from the paper's values

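Of 310 values the paper states that were also computed from the files, 1 differed by more than 1.5 times or by more than the error, and 3 counts that differ by 1 TF are given further on. For the greenyellow module and malic acid, the paper gives a p-value of 3e-05, and the exact permutation p is 0.0014, the smallest that 6 samples allow. An exact permutation test of 6 samples cannot reach the paper's value, so this row compares different tests. The r was 0.9957, and none of the alternatives set before the files arrived was run for this p-value.

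Several statements of the paper differ from the values found here. The paper places *ERF4*, *ERF1* and *MYB62* beyond 6-fold, a log2 ratio of 2.585 in size; their log2 ratios at 170 DAF were 2.22, -2.47 and -2.41 here, the same as in Table 1. The files gave 93 TFs during ripening in WT, 1 more than the paper, with Cs1g23520 in addition. The re-derived sets held 145 TFs during ripening in WT or MT and 160 in all, each 1 more than the paper counts and the same as the lists of S5 Table give. The lists of S5 Table give 67 TFs in both WT and MT, and the re-derived sets 68, as in the text. The paper groups *MYB77* with the TFs correlated with fructose; its r with fructose was -0.8175 (exact permutation p = 0.0125; rho = -0.8857, exact permutation p = 0.0333), so the direction is opposite to that of *RD26*, *WRKY42* and *MYB21*. The paper lists *HAM4* with turquoise; its highest r was with brown, 0.9074, against 0.8932 with turquoise. The module with the highest r for *CDF2* was lightgreen, 0.9056, and its r with the red module of Table 2 was -0.8239. In the qRT-PCR of Fig 6, *MYR2* and *OBP2* are higher in MT at 190 DAF, where the RNA-seq log2 ratios were -1.84 and -2.13. In Fig 6 *MYB62* and *LBD38* are higher in MT at 170 DAF, where the RNA-seq log2 ratios were -2.41 and -1.34.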

Other observations

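MT ripens late, so genes that rise during ripening would be expected lower in MT at a given stage, and falling genes higher. This pattern, that MT differs from WT in the direction of less advanced ripening, was tested at 190 DAF on the 1778 genes changed between WT at 170 and WT at 210 DAF, since these samples are not part of the difference at 190 DAF. Across these genes, which are not independent replicates, the log2 ratio of MT to WT at 190 DAF and the log2 change in WT had r = 0.0125. Delayed ripening of MT was thus not seen in this correlation at this stage. With a pseudocount of 1 RPKM r was -0.0572. Of the rising genes 65.1% were lower in MT, the direction of a delay, but 45.4% of the falling genes were higher. With TMM normalization r was 0.0029, but TMM shifts the log2 ratio of every gene by the same amount and can move r through the list of genes only, so library size or normalization was not tested by it. One shift common to all genes remains: the medians of rising and falling genes, -0.1662 and -0.0897, had the same sign. Their difference with TMM normalization, -0.0323, is not changed by such a shift except through the list of genes. With 1 sample per condition, a difference between the single pooled samples cannot be excluded. On the scale of the change in WT from 0 at 170 DAF to 100 at 210 DAF, MT lay at -7.2 at 170 DAF, at 46.4 at 190 DAF (WT 45.1) and at 97.8 at 210 DAF. Only the values at 190 DAF are free of the selection of genes by WT at 170 and 210 DAF. With TMM normalization MT lay at 45.4 and WT at 45.6 at 190 DAF, so their order there depended on the scaling.

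At 170 DAF, for the 643 genes changed between WT at 190 and WT at 210 DAF, samples that are not part of the difference at 170 DAF, r was -0.3016 across genes, which are not independent replicates. The 131 rising genes had a median log2 ratio of -0.953 in MT, with 87.0% of them lower in MT, and the 512 falling genes a median of 0.0658. The predictions for this pattern were written after it had been seen. Zero or low counts did not remove it, with r = -0.4242 under a pseudocount of 1 RPKM. With TMM normalization r was -0.3125, which again can differ from the main value through the list of genes only. A scaling shift common to all genes can change the difference between the medians of rising and falling genes through the list of genes only. That difference was -1.0189, and -0.8296 with TMM normalization, which argues against such a shift as the source of the pattern. With 1 sample per condition, the pattern cannot be told apart from a difference between the single pooled samples. Whether the correlations at 170 and 190 DAF differ was not tested. The same comparison at 210 DAF, on 514 genes changed between WT at 170 and 190 DAF, gave r = -0.1388. Of the NCED genes, Cs5g14370 (NCED3) had 81, 513 and 896 reads in WT and 17, 349 and 827 in MT. Its log2 ratios between the genotypes were -2.21, -0.50 and -0.08, and only the first passed the thresholds. Whether the difference between the genotypes changed with stage was not tested. Within each genotype its rise from 170 to 190 DAF passed, with log2 ratios of 2.70 in WT and 4.40 in MT. From 190 to 210 DAF the rise passed in MT (1.28) but not in WT (0.86). Cs2g03270 (NCED2) did not pass at any stage, but was lower in MT at each, with log2 ratios of -0.75, -0.97 and -0.30. The ratio at 190 DAF, from 1767 reads in WT and 866 in MT, lay close to the cutoff.

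The number of DEGs between MT and WT depends on how much pooled samples vary, which 1 sample per condition does not show. The fit across stages gives a common BCV of 0.1123, an estimate that assumes that MT and WT differ alike at all stages. With this BCV for every gene and no changed gene, simulated pairs gave 30.2 calls over the 3 stages on average. This was 4.2416% of the 712 calls in the data, so variation at that level in all genes alike would account for few of them. That prediction was written after the calls had been seen. By stage the simulated calls were 10.1 of 352, 10.2 of 270 and 9.9 of 90, or 11% at 210 DAF. Genes that vary more than the common BCV were not simulated, so the share of calls from such genes is not known. With a BCV of 0.2 the simulated pairs gave 906.2 calls, more than the data hold, and at 210 DAF 294.4 against 90. A BCV as high as 0.2 for most genes is therefore unlikely at 210 DAF. At 170 DAF they gave between 288 and 353 calls against 352, and at 190 DAF between 263 and 329 against 270. These stages do not exclude a BCV of 0.2.

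In the edgeR fit across stages, 23 of 14877 genes had an adjusted p below 0.05 (quasi-likelihood test, Benjamini-Hochberg), 17 higher and 6 lower in MT, and 17 of them are also in the MT vs WT set. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes, the real one, and every other split gave 0. With 10 splits the share can never be below 0.1, so this test cannot exclude a random grouping of the samples. The smallest p-values with the same direction at all 3 stages were those of Cs8g14690 (log2 fold change 2.95, adjusted p = 0.0217 by edgeR), *MYB21* (-2.34, adjusted p = 0.0217 by edgeR), Cs3g26480 (2.35, adjusted p = 0.0256 by edgeR), orange1.1t04376, a lipoxygenase (1.22, adjusted p = 0.0276 by edgeR), and orange1.1t04496 (1.07, adjusted p = 0.0276 by edgeR). Of the TFs the paper names, *NAC61* (1.72) and *DREB26* (1.105) also passed, both with an adjusted p of 0.0468 by edgeR, and *GATA7* (1.18, adjusted p = 0.059 by edgeR) did not. *NAC61*, *DREB26* and *GATA7* were higher in MT at 3 of 3 stages, and *MYB21* was lower at 3 of 3, with 1 read in WT and 0 in MT at 170 DAF.

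Each of the 16 TFs of Table 2 reaches an absolute r of at least 0.8 with at least 1 of the 27 modules. The explanation tested was many modules over 6 samples: with the samples of a TF in random order, 89.9826% of the orders did so as well. A high correlation with some module is therefore what 6 samples and 27 modules give for most profiles, and this explanation remains.

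Log2 ratios beyond 6 in either direction occur 7 times among the TFs of Table 1. The explanation tested was the zero RPKM replaced by 0.001: with a pseudocount of 1 RPKM the largest of the 7 was 1.5876 in size, so the sizes of these ratios may come from the replacement alone. The only such ratio past the thresholds was that of Cs6g21120 at 190 DAF, with 14 reads in MT and 0 in WT.

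That ERF has the most TFs in the MT vs WT set was tested against family size: Fisher's exact p of ERF was 0.0363, so the size of the family does not account for it by that test, but the adjusted p over 8 families was 0.1453. For Dof, enriched in the 3 TF sets called with the method of the paper, read depth of the family was tested with draws of TFs of matching read numbers: the largest of the 3 shares of draws with as many Dof TFs was 0.0048, so read depth does not account for the numbers called with the method of the paper. Those numbers depend on the assumed variation between samples: of 8 Dof TFs in WT, 9 in MT and 6 between MT and WT, 0, 0 and 1 were left with a BCV of 0.2, and 5, 4 and 1 with the fitted BCV of 0.1123. With TMM normalization the adjusted p of Dof was 0.0203 in WT, 0.0625 in MT and 0.0649 between MT and WT by Fisher's exact test. The pattern cannot be told apart from variation between single samples, and no biological explanation is offered.

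TFs correlate with the traits in very different numbers. For quinic acid, 356 of 934 TFs had an absolute r of at least 0.8, and the order of 6 samples was tested by all 720 orders of the trait: a share of 0.0028 of them gave as many TFs. For ABA, 34 TFs did, and a share of 0.4472 of the orders gave as many, so the number for ABA may come from the order of 6 samples alone. Both predictions were written after the numbers had been seen. The quinic acid profile falls through ripening in both genotypes, and whether these correlations follow the stage or the acid itself was not tested.

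Among the genes with the largest log2 ratios in each set, several belong at no claim of the paper and are given as values, each from single samples (no replicates). At 170 DAF, Cs6g20220 had 66 reads in WT and 278 in MT (log2 ratio 2.12), Cs8g06620 had 3331 reads in WT and 11196 in MT (log2 ratio 1.80) and Cs7g02970 had 3560 reads in WT and 616 in MT (log2 ratio -2.48). During ripening in WT, from 190 to 210 DAF, Cs3g20840, annotated as stearoyl-ACP desaturase, went from 152 to 775 reads (2.41), with log2 ratios in parentheses, and Cs3g12020 from 55 to 268 reads (2.34). In the same interval Cs8g06620 went from 1086 to 110 reads (-3.25) and Cs7g12610 from 1549 to 158 reads (-3.24). In MT, from 170 to 190 DAF, Cs6g12890 went from 101 to 1100 reads (3.49), the TF Cs1g15730 from 78 to 579 reads (2.93) and Cs7g12400 from 477 to 62 reads (-2.90). From 190 to 210 DAF Cs7g13200 went from 758 to 110 reads (-2.75).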
